# Diurnally Entrained Anticipatory Behavior in Archaea

**DOI:** 10.1371/journal.pone.0005485

**Published:** 2009-05-08

**Authors:** Kenia Whitehead, Min Pan, Ken-ichi Masumura, Richard Bonneau, Nitin S. Baliga

## Abstract

By sensing changes in one or few environmental factors biological systems can anticipate future changes in multiple factors over a wide range of time scales (daily to seasonal). This anticipatory behavior is important to the fitness of diverse species, and in context of the diurnal cycle it is overall typical of eukaryotes and some photoautotrophic bacteria but is yet to be observed in archaea. Here, we report the first observation of light-dark (LD)-entrained diurnal oscillatory transcription in up to 12% of all genes of a halophilic archaeon *Halobacterium salinarum NRC-1*. Significantly, the diurnally entrained transcription was observed under constant darkness after removal of the LD stimulus (free-running rhythms). The memory of diurnal entrainment was also associated with the synchronization of oxic and anoxic physiologies to the LD cycle. Our results suggest that under nutrient limited conditions halophilic archaea take advantage of the causal influence of sunlight (via temperature) on O_2_ diffusivity in a closed hypersaline environment to streamline their physiology and operate oxically during nighttime and anoxically during daytime.

## Introduction

The ability to anticipate impending environmental change(s) and mount a preparative response is crucial to the fitness of all organisms [1], [2]. Such preparatory behavior has been observed over a wide range of time scales (e.g. daily or seasonal variations) and is mediated via sensing, internalizing and subsequently recalling fluctuation patterns in the specific environmental factor(s) (EFs). Interestingly, such behavior can also result from the ability of biological systems (even microorganisms) to internalize and use reproducible interrelationships among EFs such that by sensing a change in one or few EFs (i.e. proxy variables) they are informed of impending changes in other EFs [3]. In other words, anticipatory or preparative behavior is a manifestation of gene regulatory networks that are appropriately structured to reproduce the cyclic nature and interrelatedness of EFs that have constrained their evolution [4].

In context of the diurnal cycle, anticipatory behavior appears widely throughout the eukaryotes and has been observed in some bacteria and is typical of organisms possessing circadian clocks [5]. However, photoresponsive anticipatory behavior is yet to be observed in archaea. The halophilic archaeaon *Halobacterium salinarum* was considered a prime candidate for LD entrainment of transcription owing to the presence in its genome of genes for four opsins, one putative cryptochrome and an ortholog of the bacterial clock component KaiC [6]. 

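Of the genes for opsins, the arrays of Experiment B name *hop* (halorhodopsin), *sop1* and *sop2* (sensory rhodopsins I and II), along with the transducer genes *htr1* and *htr2*. The probes of the bacteriorhodopsin, photolyase or cryptochrome and KaiC genes are unnamed here. In the entrained culture sampled in constant darkness, at times not known per array, *hop* had a median log2 ratio to the reference of 0.29 (range −0.41 to 0.86 over 38 arrays) and was above the reference on 29 of them; with median centring in place of loess its median was 0.13. The medians of *sop1* and *sop2* were 0.04 (range −0.57 to 0.63) and −0.06 (range −0.51 to 0.38), and those of *htr1* and *htr2* were 0.08 and 0.00. With the culture RNA in Alexa 546 and 647, the medians were −0.16 and 0.20 for *sop1*, and −0.31 and 0.18 for *sop2*. In the same order they were 0.20 and 0.47 for *hop*, and −0.06 and 0.07 for *htr2*. The pooled values of *hop*, *sop1*, *sop2* and *htr2* therefore include a dye shift (limma, adjusted p 0.0381, 0.00381, 1.92e-14 and 0.000757). For *htr1* the dye effect had an adjusted p of 0.306 in that test. The interquartile range between arrays was 0.34 for *hop*, 0.23 for *sop1* and 0.14 for *sop2*. The 3 opsin genes did not vary together beyond chance, with a mean pairwise r of 0.34 and 0.16 in the 2 dye orientations (one-sided permutation test, adjusted p 0.285 and 0.438).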

*H. salinarum NRC-1* uses light as a source of information for physical relocation towards favorable wavelengths of light or away from damaging radiation [7], [8], [9], [10], [11]. Under anoxic conditions it can use light-driven ion pumping by bacteriorhodopsin (bR) as means for producing ATP phototrophically [12], [13], [14]. Taken together with substantial evidence for light-mediated global gene regulation in this organism [15], [16], [17], these observations make a compelling case for investigating the feasibility of entraining global expression changes in *Halobacterium salinarum NRC-1* by prolonged culturing under diurnal 12h∶12h light∶dark (LD) cycles.

Here we present results of these experiments in which we detected free-running rhythms for at least 72 hours in up to 12% of all genes in *H. salinarum NRC-1* under constant darkness post-entrainment with 3 days of LD cycles. Remarkably, we observe that despite maintaining constant O_2_ during this experiment, a significant fraction of cycling genes are those that are also independently regulated by changes in O_2_ concentration [18]. This is interesting because O_2_ is another EF that has dominant influence on haloarchaeal physiology as a result of poor gas solubility in hypersaline environments. As such, we have previously demonstrated that a significant number of genes (at least 10%) in *H. salinarum NRC-1* are differentially regulated as a direct consequence of changes in O_2_ availability [18]. We conclude that *H. salinarum* can take advantage of coupled changes in sunlight and O_2_ such that it can use the L∶D cycle to anticipate higher levels of O_2_ during nighttime and lower levels during daytime. Given that entrainment of halobacterial physiology was best accomplished under nutrient limited condition we discuss this finding as a possible mechanism for maximizing resource utilization.

## Results and Discussion

We investigated possible diurnal entrainment of gene expression in *H. salinarum NRC-1* by subjecting cultures at various cell densities (Supplementary Table S1) to 72 hours of light∶dark (L∶D) changes on a 12∶12 hour cyclic schedule. Cells were harvested over 3 or 4 hour intervals for up to 75 hours in continuous darkness post-entrainment (Fig 1a and Supplementary Table S1). The cell pellets were flash frozen and subsequently processed for transcriptome analysis using whole genome microarray hybridization [16], [19]. 

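Experiment B followed a culture of *H. salinarum NRC-1* kept at 37°C with shaking at 125 rpm, entrained for 72 hours on a 12:12 hour L:D cycle at 150 µE/m2/s and then sampled in constant darkness. Supplementary Table S1 gives this experiment 19 samples over 54 hours at OD_600_ values of 0.38 to 0.68. Its data are 38 arrays, and on each of them RNA of the culture was hybridised together with the same mid-log phase reference RNA. The culture RNA carried the dye Alexa 546 on 19 arrays and Alexa 647 on the other 19. The dye alternates from each array number to the next, so neighbouring arrays may hold the same RNA, which no source used here states. Agreement between the dye orientations is therefore not taken as independent replication. The sample labels give all 38 arrays 1 time, 4110 min, and 1 OD, 0.66. That time, 68.5 hours, lies past the end of Experiment B in Table S1 and equals the duration that the table gives for Experiment A, so the arrays are taken as Experiment B from the title of their series. The arrays were therefore not assigned to time points or to shared RNA extracts, no periodogram was computed, and values are given as the median and range over arrays, which are not replicates of 1 condition.
The authors' array files hold the intensity of 10752 spots and of their local background in both dyes, not yet normalized. From the scan at the higher gain, the background was corrected with normexp (offset 50), each array was normalized by loess, every ratio was turned to the log2 of culture over reference, and the 4 spots of each probe were averaged. This gave 2401 probes, of which 133 carry a gene name in the files used here and 2268 do not. Between 36.2% and 79.1% of the spots of an array (median 66.7%) lay above the empty spots in both dyes, and the number of arrays limits the precision of every value. Limma found a dye effect at an adjusted p under 0.05 for 1716 of the 2401 probes (1030 without background correction, and 615 in the low-gain scan without 1 array, a setting chosen after the data were seen), so spread and correlations between arrays were computed within each dye orientation. The array numbers form 3 unbroken runs of 4, 16 and 18 arrays, which the analysis ignored except where values within runs are given.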

The duration of each experiment, sampling frequency and cell densities over which the experiments were conducted (as estimated by optical density (OD) at 600 nm) are reported in Supplementary Table S1.

**Figure 1:**
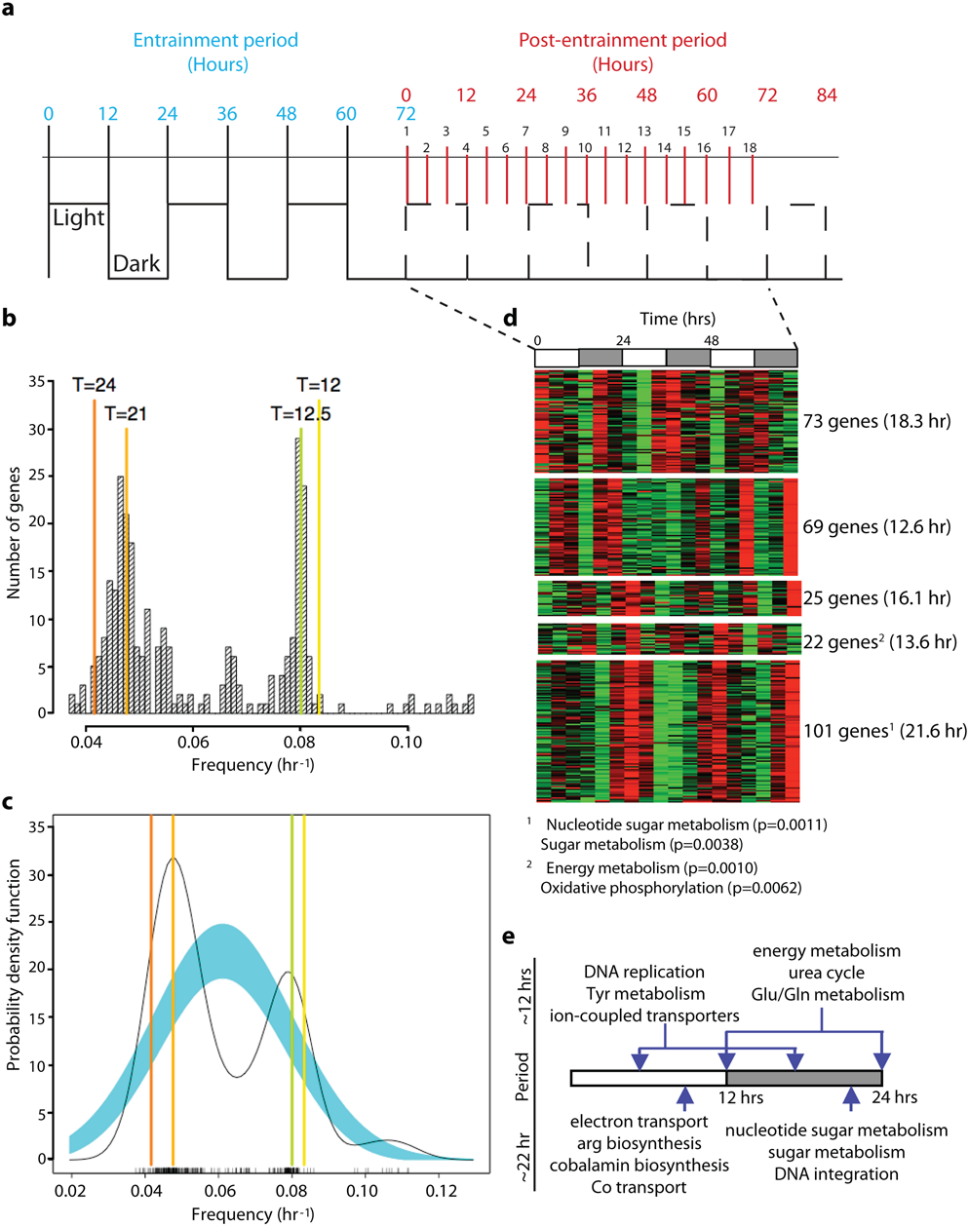
Discovery of diurnally entrained periodic gene expression in *H. salinarum NRC-1*. a, *H. salinarum NRC-1* cells were entrained with 3 days of 12∶12 LD and subsequently released into constant darkness. Total RNA was prepared from samples collected immediately post-entrainment (t = 0 hrs), every four hours until t = 60 hours. Two additional samples were collected at t = 64.5 hrs and t = 68.5 hrs. Culture conditions during sampling were frequently monitored and controlled (Supplementary Table S1). b, Frequency histogram of genes detected with periodic transcriptional changes (binned at intervals of 0.001 hr^−1^, p<0.2) using Lomb-Scargle analysis. c, Spectral density (black line) of the histogram in (a) shows two dominant frequencies of ∼12.5 and ∼21 hours; the blue swath shows data distribution of normally distributed gene expression changes. d, Five k-means clusters of periodic transcriptional changes of the 290 genes (from Experiment A) in (a, b) are visualized as a heatmap [average period is shown in parentheses and overrepresented GO or KEGG physiological functions (p<0.01) are also indicated]. The phasing of the diurnal L∶D cycle is indicated at the top of the heatmap with alternating white and shaded rectangles, respectively. e, Phase alignment of periodic gene expression changes shows co-induction of related cellular functions according to the diurnal cycle. DNA replication, tyrosine metabolism and ion-coupled transporters were upregulated during the middle of the light and dark phase with a period of 13.6 hours. Transcription of genes encoding components of NADH dehydrogenase (*ndhG3* and *ndhG4*), cytochrome oxidase (*coxB*), the urea cycle and glutamine-glutamate metabolism peaked at the transitions from one phase to the next. Finally, nucleotide sugar metabolism, general sugar metabolism, and DNA integration were maximally induced during the latter half of the dark phase.

The resulting microarray data (Geo accession number: GSE15282) were analyzed for periodic expression patterns using the Lomb-Scargle (LS) method [20] (see methods for details). The LS analysis makes use of a least squares fit of sinusoidal curves to a given time series, and thus does not require evenly spaced data and is tolerant to missing data points [21]. The null distribution for the periodogram was also derived to determine statistical significance (p-value) of detecting oscillatory gene expression patterns [22]. The application of this analysis to 5 extended time courses (3 experimental and 2 controls with durations up to 75 hours with a 3–4 hour sampling frequency) allowed us to investigate oscillatory expression patterns with periods ranging from 6 hrs to >30 hrs. A gene was considered to have oscillatory behavior if a periodic pattern was detected in its expression with a p-value<0.2 in its respective LS periodogram (Figure 1b and Supplemental Figure S1). 

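Of the 230 genes that Supplementary Table S2 lists as periodic in Experiment B, 7 were named on the arrays used here. They are *glnA* (glutamine synthetase), *purE* (purine synthesis), *carB* and *pyrB* (pyrimidine synthesis), *serB* (phosphoserine phosphatase), *ileS* (isoleucyl-tRNA synthetase) and *orc7* (an Orc/Cdc6 protein). Transcripts of *glnA* and *serB* lay below the reference on all 38 arrays. The median log2 ratio of *glnA* was −0.75 (range −1.30 to −0.26), and that of *serB* was −0.39 (range −0.65 to −0.08). The other 5 genes lay on both sides of the reference, with medians between −0.25 for *purE* and 0.15 for *orc7*. These medians pool both dyes, and those of *purE*, *orc7*, *pyrB* and *ileS* include a dye shift. With the culture RNA in Alexa 546 and 647, the medians were −0.53 and −0.17 for *purE*, and 0.22 and −0.02 for *orc7*. The interquartile range between arrays was largest for *carB*, at 0.50 on the log2 scale, whose probe was above background on 22 of the 38 arrays, and it was 0.15 for *ileS*.
As a list, the 7 genes had a median interquartile range of 0.213, against 0.214 in random lists of named genes matched on intensity (one-sided permutation test, p = 0.589). Their mean absolute pairwise correlation between arrays was 0.377, against 0.357 in random lists (p = 0.395, same test). Over the 21 pairs of these genes, the correlations found with the culture RNA in 1 dye and those found with it in the other had an r of 0.904 (0.768 in random lists, p = 0.143, same test). Without the dimmest 25% of probes the p of this last test was 0.0394, and over its other settings p was between 0.0688 and 0.487. With array-number run 2 alone, a setting chosen after the data were seen, the p of the pairwise correlation was 0.0405, and over its other settings p was between 0.097 and 0.468. The study chose this list on these samples. All 7 belong to the 130 listed genes with a period of 1300 min or more, and none of the 94 with a period under 1000 min was named here, so that group was not tested.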

Consistent with the 3-day 12∶12 L∶D entrainment regimen, statistically significant periodic expression patterns with dominant periods of ∼13.0 hrs or ∼21 hrs were detected in a total of 290 genes (∼12.1% of the genome) in Experiment A and 230 genes (9.6% of the genome) in Experiment B (Fig 1c, Supplementary Figure S1). When expanded to include transcriptionally-linked genes within operons [23] (Koide et al., submitted to *Mol Sys Bio*) this represents potential periodic transcription of up to 636 genes in Expt A (27%) and 460 genes in Expt B (19%). An overlap of 167 genes between these gene-sets demonstrated significant reproducibility across the two experiments (p<10^−8^). 

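In Supplementary Table S2, 26 genes are listed under both experiments. By chance, 2 lists of 290 and 230 genes out of 2400 would share 27.8 (one-sided hypergeometric test, p = 0.681). These lists are not expanded by operons, and the members of the paper's expanded sets are not used here. Of the 26 shared genes, *orc7* and *pyrB* were named on the arrays of Experiment B. The log2 ratio of *orc7* ranged from −0.22 to 0.43 between arrays, with an interquartile range of 0.21. That of *pyrB*, which encodes a subunit of aspartate carbamoyltransferase, ranged from −0.62 to 0.28 around a median of −0.07, with an interquartile range of 0.18. Both ranges from lowest to highest include a dye shift. With the culture RNA in Alexa 546 and 647, the medians were 0.22 and −0.02 for *orc7*, and −0.27 and 0.02 for *pyrB*. The periods that Table S2 reports for *orc7* are 756 min in Experiment A and 1517 min in Experiment B, and those for *pyrB* are 1108 min and 1646 min.
The 290 genes of Experiment A were reported for another culture. The list was thus not chosen on these arrays if they are those of Experiment B, as the title of their series says; the time in their labels is the last of Experiment A. Of the list, 14 genes were named, among them *purL*, *gdhA1*, *lpdA*, *sdhC*, *cbiQ* and *infB*. Their median interquartile range in Experiment B was 0.206, against 0.218 in random lists (one-sided permutation test, p = 0.723). Their mean absolute pairwise correlation was 0.265, against 0.316 in random lists (p = 0.981, same test).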

Significantly, periodic gene expression with either of the two dominant frequencies was not observed at a lower cell density (OD_600_<0.4) (this is discussed further below), in control cultures that received no entrainment but were otherwise processed identically; or after shuffling/randomization of the expression-matrices (Supplementary Figure S1).

Genes with significant periodic expression patterns were further investigated in context of cellular physiology. This identified several classes of expression profiles, each with a distinct period and phasing and several with significant over-representation of diverse function categories (Fig 1d–e). This preliminary integrated analysis demonstrated the diurnal synchronization of a large number of linked enzymatic steps including key steps in the synthesis of nucleotides (Figure 2, Supplementary Figure S1B and Supplementary Table S2). Moreover, it was possible to phase-align several classes of oscillatory gene expression changes with the L∶D cycle (Fig 1e). This revealed that related cellular processes align well with respect to patterns of co-induction within the entrained transcriptional program.

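Among the arrays of Experiment B, genes of purine synthesis, of cobalamin synthesis and cobalt transport, and of chemotaxis varied together. Those of pyrimidine synthesis and of glutamine and glutamate metabolism did not do so beyond random lists. Of 26 functional lists fixed before the data were examined, 9 had at least 3 named genes and were tested. The mean pairwise Pearson r of the 7 purine genes was 0.39 with the culture RNA in Alexa 546 and 0.43 with it in Alexa 647. The 95th percentiles of random lists were 0.19 and 0.20, and the adjusted p values 0.0117 and 0.0084 (one-sided permutation test over the 9 lists). Within this list *purD*, *purE*, *purF*, *purL* and *purM* varied closely together, with r between 0.62 and 0.90 over their 10 pairs in the first orientation and between 0.63 and 0.94 in the second. *purB* did not follow them and *guaB* did so in part, with r between −0.07 and 0.56 with the 5 genes over both orientations, as was noticed after the values were seen, and the *purB* probe was above background on no array. The reference table of strain 91-R6, matched by symbol, places *purL* and *purM* 10 genes apart and every other pair of these 5 genes at least 152 genes apart. *purF* and *purL* were below the reference on all 38 arrays, with median log2 ratios of −1.19 (range −2.22 to −0.26) and −1.03 (range −1.43 to −0.41).
The cobalamin genes *cbiG*, *cbiQ*, *cbiT* and *cobN* had a mean r of 0.68 and 0.70 in the 2 orientations (adjusted p 0.00765 and 0.0084, same test). In that table *cbiG*, *cbiT* and *cobN* lie within 12 genes of each other and *cbiQ* lies at least 46 genes from them, with r between 0.41 and 0.82 with the other 3 genes. The chemotaxis genes *cheA*, *cheB*, *cheR* and *cheY*, which lie within 6 genes of each other in that table, had a mean r of 0.84 and 0.83 (adjusted p 0.00765 and 0.0084, same test). The 5 pyrimidine genes had a mean r of −0.04 and −0.05 (adjusted p 0.583 and 0.658, same test). *pyrB* went against *pyrF*, with r of −0.72 and −0.75, but with *pyrI*, the next gene in that table, with r of 0.48 and 0.63. *carA* and *carB*, also next to each other there, had r of 0.00 and 0.48. Their probes were each above background on only 22 of 38 arrays, and whether dim signal lowered these r was not tested. The 4 genes *glnA*, *gdhA1*, *gdhA2* and *gdhB* had a mean r of −0.14 and −0.16 (adjusted p 0.8 and 0.815). Arrays close in number resembled each other, so they are not independent samples. With run 3 alone, a setting chosen after the data were seen, no list passed at 9 arrays per orientation. In the orientation with the lower value, the mean r there was 0.74 for the chemotaxis list, 0.49 for the cobalamin list and 0.33 for the purine list (highest adjusted p 0.0796, 0.158 and 0.0792). With run 2 alone the purine list, at 0.11, did not pass either (adjusted p 0.399). From periodic expression of genes at connected enzymatic steps, the paper concludes that key steps of nucleotide synthesis are synchronized with the L:D cycle. It cites Fig. 2 for this, with Supplementary Table S2 and Supplementary Figure S1B. The correlations given here use no order in time, so they do not test that conclusion.

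**Figure D1:**
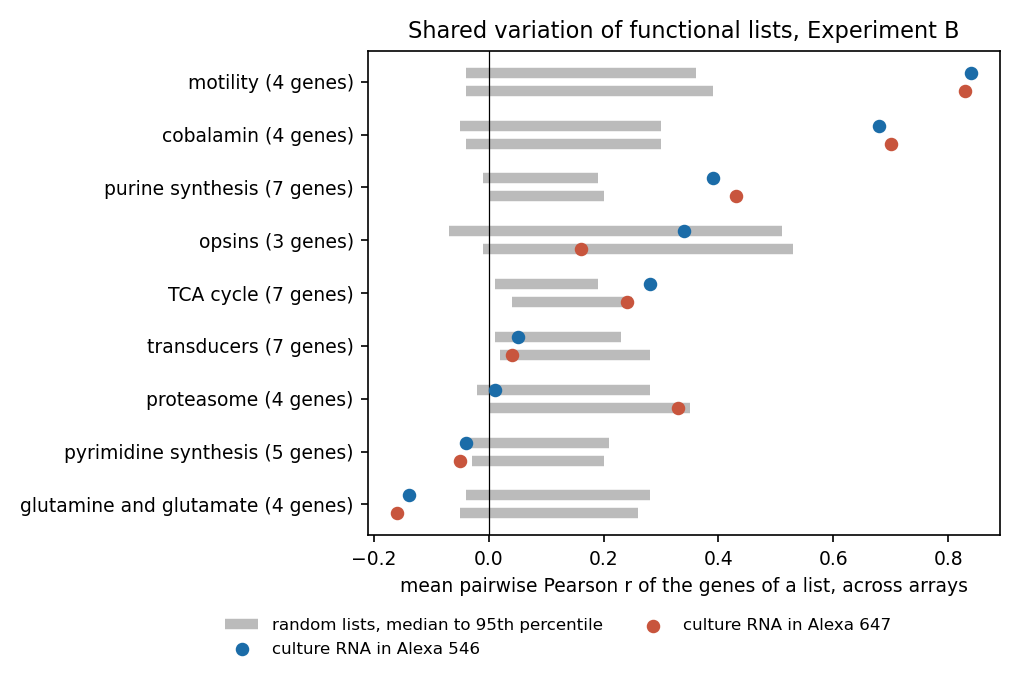
Mean pairwise Pearson r across 19 arrays per dye orientation (x axis) of the genes of each of the 9 functional lists tested (y axis). Grey bars run from the median to the 95th percentile of 10000 random lists, and the points of the motility, cobalamin and purine lists lie beyond the bars in both orientations.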

**Figure 2:**
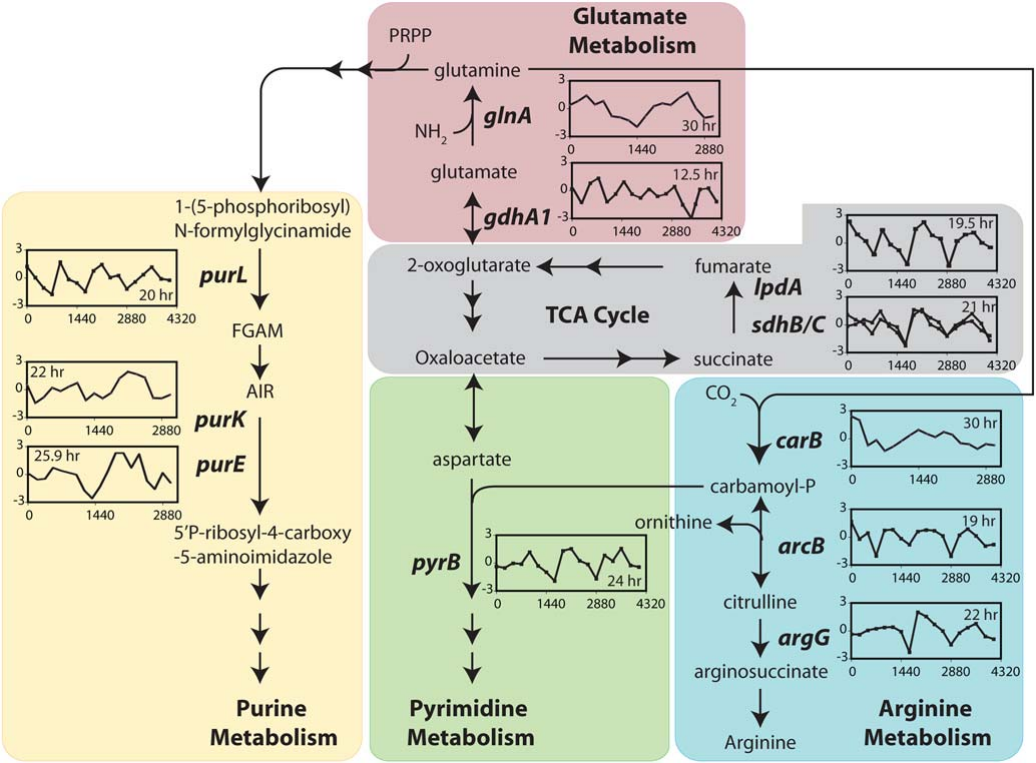
Periodic expression of genes in five linked processes. Integrated analysis of transcriptional changes from a physiological context identified periodic expression of genes encoding key steps in energy production (TCA cycle and arginine metabolism), C- and N- assimilation (glutamate and arginine metabolism) and nucleotide biosynthesis. The inset graphs show transcriptional profiles (log_10_ ratios) of gene with a specific period.

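*glnA* and *purE* rose and fell together between the arrays of Experiment B, and *carB* followed neither over all arrays. For *glnA*, *carB*, *purK* and *purE* the periods printed in Figure 2 are close to those of Experiment B in Table S2; the probe of *purK* is unnamed here, which leaves 3 pairs. With the culture RNA in Alexa 546, r between *glnA* and *purE* was 0.85 (n = 19 arrays, permutation p = 2e-05, adjusted p = 6e-05 over the 3 pairs) and Spearman's rho was 0.84 (permutation p = 5e-05, adjusted p = 0.00015). With it in Alexa 647, r was 0.68 (n = 19, permutation p = 0.00139, adjusted p = 0.00417) and rho was 0.68 (permutation p = 0.0019, adjusted p = 0.0057). Without the 2 arrays farthest from the median of *glnA*, r was 0.80 and 0.54. Within run 2 it was 0.82 and 0.55 over 8 arrays per orientation (permutation test, adjusted p 0.0264 and 0.161). Within run 3 it was 0.88 and 0.73 over 9 arrays per orientation (same test, adjusted p 0.00848 and 0.0493). Of 8778 pairs of named genes, 58 had an r as high in the first orientation and 447 in the second. The permutations treat arrays as exchangeable. Arrays close in number resembled each other, so the permutation p values of these pairs are likely too small.
Between *carB* and *glnA*, r was −0.03 and −0.01 (permutation p = 0.901 and 0.974, adjusted p = 0.942 and 0.974) and rho was 0.03 and 0.01 (permutation p = 0.893 and 0.957, adjusted p = 0.893 and 0.957). Between *carB* and *purE*, r was −0.02 and 0.12 (permutation p = 0.942 and 0.628, adjusted p = 0.942 in both) and rho was 0.11 and 0.19 (permutation p = 0.655 and 0.441, adjusted p = 0.893 and 0.661). The 4 arrays of run 1 had the highest ratios of *carB*, from 0.74 to 1.31, against at most 0.34 on the other arrays. With runs 2 and 3 together, a setting chosen after the data were seen, r of *carB* was −0.07 and 0.10 with *glnA*, and 0.13 and 0.41 with *purE*, none with an adjusted p under 0.05. Within the runs the r of *carB* took opposite signs. With *glnA* it was −0.78 and −0.56 in run 2 (adjusted p 0.0264 and 0.161) but 0.48 and 0.34 in run 3 (0.186 and 0.37). With *purE* it was −0.78 and −0.74 in run 2 (0.0264 and 0.108) but 0.67 and 0.73 in run 3 (0.0844 and 0.0493). The p values come from permutation tests over 8 and 9 arrays per orientation. Neither pair passed in both runs in the same orientation. Without the 2 farthest arrays, the r of *carB* with *glnA* was 0.09 and 0.00, and with *purE* 0.13 and 0.41. The correlation of *glnA* and *purE* in Alexa 647 lost its adjusted p under 0.05 with median centring (r = 0.53) and in the authors' value table (r = 0.42). It also lost it in settings chosen after the data were seen, namely run 2 alone (r = 0.55) and the value table without 1 array (r = 0.42).

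**Figure D2:**
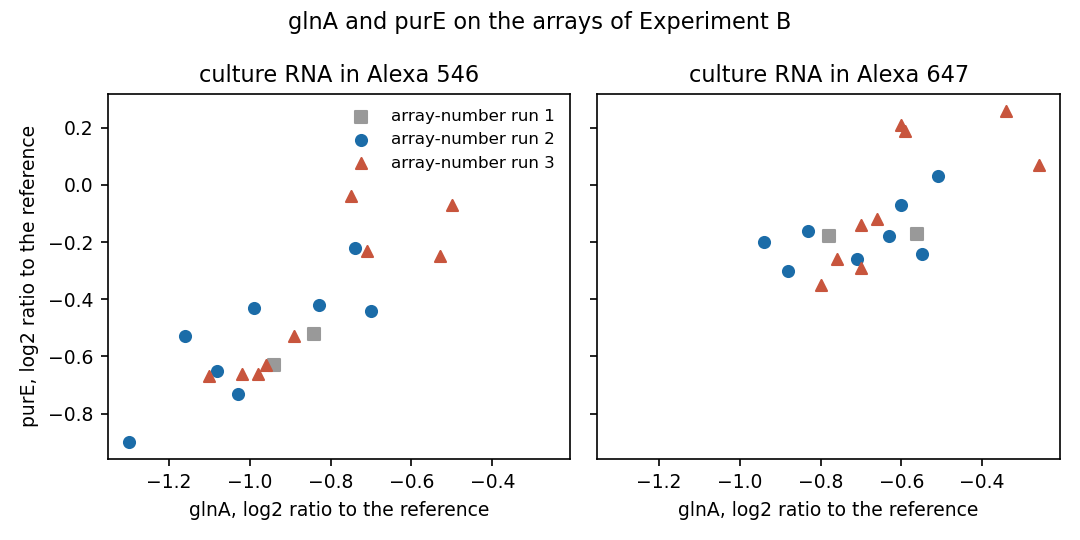
Log2 ratio to the reference of *purE* (y axis) against that of *glnA* (x axis), a point per array, with the culture RNA in Alexa 546 on the left and in Alexa 647 on the right. Squares, circles and triangles mark array-number runs 1, 2 and 3, and in both panels the points rise from lower left to upper right.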

Interestingly, diurnal entrainment of gene expression was maximally observed above a cell density (OD_600_>0.4) (Supplementary Figure S1) at which *H. salinarum NRC-1* is known to undergo a large physiological transition that involves the differential regulation of over 63% of all genes (Facciotti et al., submitted to *J. Bact*) through diverse mechanisms including activation of a large number of alternate promoters, terminators and putative ncRNAs (Koide et al., submitted). Not surprisingly, transcription of a significant fraction of cycling genes is also independently induced at this growth phase (Experiment A: p = 7×10^−5^; Experiment B: p = 3.7×10^−7^). This growth-phase dependent phenomenon results from exhausted nutritional resources including decreased oxygen carrying capacity in the medium - conditions akin to those in the natural environment of *H. salinarum NRC-1* [24] (Facciotti et al., submitted). Consistent with this observation, the 135 transcripts that are both periodically induced upon diurnal entrainment (including 70 genes with peak expression during daytime) and also independently upregulated at high cell density are significantly enriched for anoxic functions [18] (Figure 3, Supplementary Table S3) [18]. Surprisingly, the converse was also true - 45 transcripts that are typically downregulated at this growth phase and also independently repressed by a decrease in oxygen availability were also diurnally entrained with maximal expression during nighttime [18] (Fig 3; Supplementary Table S3). Remarkably, the distinct partitioning of periodic transcriptional changes in oxic and anoxic genes continues for at least 72 hours post-entrainment (Fig 3A). This clear split in oscillatory behavior of genes associated with oxic and anoxic functions strongly suggests synchronization and entrainment of oxygen-responsive physiologies according to the L∶D phase. Taken together these results demonstrate that nutrient and oxygen-limited conditions are the most conducive to entrainment with L∶D cycles – indicating perhaps the importance of synchronizing gene expression for efficient resource utilization under such conditions. Again, this periodic switching between oxic and anoxic physiologies was observed post-entrainment with the L∶D cycle, in constant darkness, and in culture conditions that were controlled to maintain constant dissolved oxygen (Supplementary Table S1). However, one could argue that natural oxygen consumption during aerobic growth and the subsequent adaptive shift to anaerobic physiology might have induced spontaneous cycling of oxic and anoxic gene expression similar to a phenomenon observed during continuous culturing of yeast [25]. We can rule out such a phenomenon because control experiments that were conducted simultaneously and at the same cell density did not result in oscillatory expression of oxic and anoxic physiology genes. Thus, we conclude that the 12∶12 L∶D entrainment indirectly induced cycling of oxygen-related physiologies and speculate that this might be an outcome of a natural relationship between changes in light and oxygen that has been internalized by *H. salinarum NRC-1*. This was initially intriguing because in most aquatic environments the direct physical coupling between light and oxygen via temperature is often confounded by diverse hydrological (river inflow, tides, rainfall, etc.) and biological (e.g. the balance between photosynthesis and respiration) phenomena [26], [27]. Further investigation into the physical characteristics of the natural hypersaline environment of halophilic archaea provided clues into the potential implication of light-mediated entrainment of oxygen-associated physiologies.

**Figure 3:**
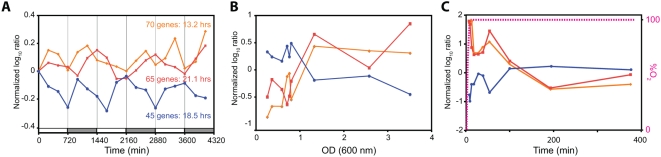
Entrained genes are directly linked to the oxygen and growth response in *H. salinarum NRC-1*. Three classes of average mRNA profiles for 180 of the 290 genes detected as cyclers in Experiment A. Expression profiles in all three panels are color-matched to indicate transcript profiles for the same three sets of genes over the LD cycle (A), in response to oxygen (B) and during growth in a batch culture (C). In panel A The period of oscillations in transcription upon entrainments is indicated as is the L∶D cycle (open∶grey boxes). Average transcript level changes in the same three groups of genes are plotted over the course of the growth curve for *H. salinarum NRC-1* (data from Facciotii et al. submitted). (C) The transcriptional response of these genes to sudden inflow of O_2_ after >6 hrs of anoxia [O2 levels are shown as a magenta dotted line (see secondary y-axis)] (Schmid et al. 2007).

Extreme haloarchaea such as *H. salinarum NRC-1* thrive in closed ponds or terminal lake systems (such as the Great Salt Lake or the Dead Sea) with salinities in excess of 100–150 g salt L^−1^ [28]. Oxygen solubility is extremely poor at such high salinities and, not surprisingly, in addition to aerobic respiration most halophilic organisms also require alternate means of energy production such as phototrophy, denitrification and other dissimilatory processes [29], [30], [31], [32]. Adaptive responses that enable efficient conditional switching between these varied modes of energy production are critical for the energetically expensive lifestyle of halophilic organisms [16], [24], [33], [34], [35], [36]. For instance, in these environments, temperature and salinity are generally considered to be the dominant parameters influencing dissolved oxygen content [37] as biological primary production (photosynthesis) is greatly reduced [38], [39]. The physicochemical dependence of O_2_ concentration on temperature and salinity is well known [40], [41]. Notably, concentration of dissolved O_2_ in water drops as its temperature goes up; the solubility of O_2_ at 0°C is about twice its solubility at 30°C. Furthermore, there is evidence for an average diurnal cycle of 1–2°C in surface temperature of Great Salt Lake, a prototypically closed hypersaline ecosystem, with lower temperatures at nighttime [42]. Hence, higher oxygen levels are generally expected at nighttime relative to the warmer daytime period. Our data suggests that this physicochemical relationship between light and oxygen in the natural closed hypersaline environment has been imprinted onto the regulatory architecture of indigenous organisms such as *H. salinarum NRC-1*. In other words, under nutrient limited conditions halophilic archaea take advantage of this relationship to streamline their physiology by anticipating present and future linked changes in oxygen availability and operate oxically during nighttime and anoxically during daytime.

While such anticipatory behavior has been observed over shorter time scales [3], this study shows sustained oscillations in oxic/anoxic transitions over longer time scales through several cell divisions even after the L∶D stimulus is removed and the cells are maintained under constant conditions. Large families of haloarchaeal regulatory proteins (signal transducers and TFs) with physically linked domains for sensing light and oxygen are further evidence of tight coupling between these environmental factors and the biological architecture of the gene regulatory networks [6], [29], [43]. Finally, the discovery of diurnal entrainment of gene expression in an archaeon also raises important questions regarding the origin of light-responsive clock mechanisms. This is because archaeal information processing machinery is assembled from components that share ancestry with eukaryotic (general transcription factors and RNA polymerase) and bacterial (sequence-specific transcription regulators) counterparts [44]. Furthermore, components of both bacterial [45], [46] and eukaryotic [47] clocks are encoded in its genome [6], [32]. Indeed, further detailed experimentation is necessary to ascertain precise phasing, temperature compensation, adaptability to different periods of entrainment etc. to ascertain the mechanistic underpinnings of this diurnal entrainment and its physiological implications. Nonetheless, our results demonstrate that even extremophilic archaea can use the diurnal day/night cycle to their advantage by anticipating future physicochemically linked changes in other EFs.

## Materials and Methods

### Culturing, sampling and RNA extraction

Wild type *Halobacterium salinarium NRC-1* was cultured from a single colony in Complete Medium (CM) [48]; at 37°C with shaking at 125 rpm (Innova Waterbath, NewBrunswick Scientific, Edison, NJ). Cells were incubated under entrainment conditions (12∶12 L∶D cycle; daylight was simulated with full spectrum light at 150 µE/m^2^/s) or in continuous darkness (control) for three to four days prior to sampling. Post-entrainment Samples (2 ml) were collected periodically (every 3–4 hours) for up to 72 hours in continuous darkness, under constant cell density. The cell density was maintained by replacing a fixed volume in the culture (typically 30 mls) with equivalent of fresh CM every 3–4 hours [49]. Comparative analysis with a similarly processed control culture discounted any unaccounted perturbations that were introduced by this periodic dilution. Cell pellets were harvested by centrifugation at 1600 rcf for 2 min, decanted, flash-frozen in liquid N_2_ and stored at −80° until RNA extraction. Total RNA was prepared using the Absolutely RNA kit (Qiagen, Foster City, CA, USA). RNA quality was examined by spectrophotometry and BioAnalyzer (Agilent, Santa Clara, CA, USA) analyses and DNA contamination was ruled out by PCR with 16S rDNA primers.

### Microarray Analysis

*H. salinarum NRC-1* microarrays were fabricated at the Institute for Systems Biology Microarray Facility. 

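In the files of Experiment B the 4 spots of a probe form 2 neighbouring pairs, and the pairs lie far apart on the slide. Of the 10752 spots, 880 are blank in the authors' value table on every array. Across probes within an array, which are not independent replicates, log2 ratios of neighbouring spots had an r of 0.70 to 0.94 (median 0.84 over 38 arrays). Ratios from the 2 locations had an r of 0.64 to 0.89 (median 0.78). Of the 133 named genes, 116 were above background on 19 or more of the arrays. The spots of *csg*, *fer2* and *gdhB* reached the top of the scanner's range on 36, 11 and 3 arrays, so their ratios there are compressed. In the dimmest 25% of the probes, mean ratios of the 2 dye orientations were opposed (r = −0.71 over 600 probes) with normexp but not without background correction (r = 0.34), and in the brightest 25% they ran together (r = 0.78 over 601 probes).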

Each microarray slide contains a unique 70mer oligonucleotide for each of the 2400 genes spotted in quadruplicate at two spatially distinct locations. Labeling, hybridization and washing have been previously described [16]. Statistical significance of differential gene expression was determined using the maximum likelihood method [19]. All microarray data reported in the manuscript is described in accordance with MIAME guidelines.

### Frequency Analysis

To examine the relative periodicity of genes in the constant light and constant dark experiments we used the Lomb normalized periodogram to estimate the spectral power as a function of angular frequency [20], [50], [51], [52]. This method can be used to evaluate whether a given gene is periodic or is the result of noise or some other non-periodic process (a p-value associated with the significance of the each peak in the periodogram can be easily calculated). There are other methods that would allow us to calculate periodograms and statistically evaluate whether a signal was truly periodic [22], [50], [53]; we chose the Lomb periodogram in part because it does not require evenly sampled data. Further, obeying the Nyquist limit, the highest frequency allowed was 0.167 hr^−1^ (period = 6 hrs). For our analysis the lowest frequency detected was 0.033 hr^−1^ (period = 30 hrs). This allowed for detection of a 24 hour signal and also for the experiment duration to contain two full periods over which to detect.

The Lomb periodogram, P_N_(ω), is calculated as follows:
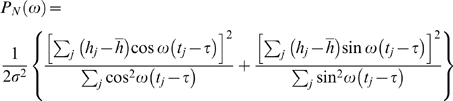
where mean and variance are calculated as per usual:
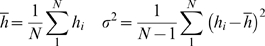
Tau is an offset that makes P_N_(ω) invariant to shifts in all time-points by a constant; tau is defined by the relation:
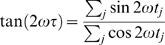
This offset removes phase from the calculation. The Lomb periodogram is analogous to least squares fitting of sins and cosines to our signal in the time domain.

The significance of periodicity of expression changes for each gene is then calculated as the probability that a peak in the periodogram with intensity greater than z is due to a random or non-periodic process [54]:
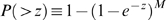
Where M is the effective number of independent frequencies sampled, which in our case is well approximated by N, the number of samples [55]. Thus, for each of the 2400 unique genes the analysis of a single time series resulted in a spectrogram and the significance of the maximum peak in that spectrogram.

### Data Integration and Visualization

Data were explored using the Gaggle and Firegoose framework for integrating diverse software tools and algorithms including Cytoscape, Data Matrix Viewer (DMV), KEGG, STRING, the R statistical package and MeV [56], [57].

## Supporting Information

Figure S1 A. Results from Lomb-Scargle analysis are presented as periodograms for each experiment described in Supplementary Table 1. Only genes with p<0.2 were considered to be cyclic in their expression pattern. Note that a strong banding pattern with p<0.2 is only observed in experiments A and B. B. Reproducibility of periodic transcriptional changes in 12 genes of diverse functions post-entrainment with three days of 12∶12 LD. Transcriptional changes over 48 hours of “memory” phase are shown along with putative functions.
(0.94 MB PDF)

Table S1 Experiment design, culturing parameters and sampling schedule.
(0.18 MB PDF)

Table S2 Genes with oscillatory gene expression profiles in Experiments A and B, period of oscilattion and significance.
(0.38 MB PDF)

Table S3 The number of genes and average period in each of the clusters presented in Figure 3 of the Experiment A.main text. The number of genes correlated to high or low oxygen (taken from Schmid et al. 2007) are also given.
(0.13 MB PDF)

# Supplementary material for: Diurnally Entrained Anticipatory Behavior in Archaea
**Source:** PLoS One. 2009 May 8;4(5):e5485. doi: 10.1371/journal.pone.0005485
**Supplement:** Figure S1 — A. Results from Lomb-Scargle analysis are presented as periodograms for each experiment described in Supplementary Table 1. Only genes with p<0.2 were considered to be cyclic in their expression pattern. Note that a strong banding pattern with p<0.2 is only observed in experiments A and B. B. Reproducibility of periodic transcriptional changes in 12 genes of diverse functions post-entrainment with three days of 12∶12 LD. Transcriptional changes over 48 hours of “memory” phase are shown along with putative functions. (0.94 MB PDF)

Figure S1A

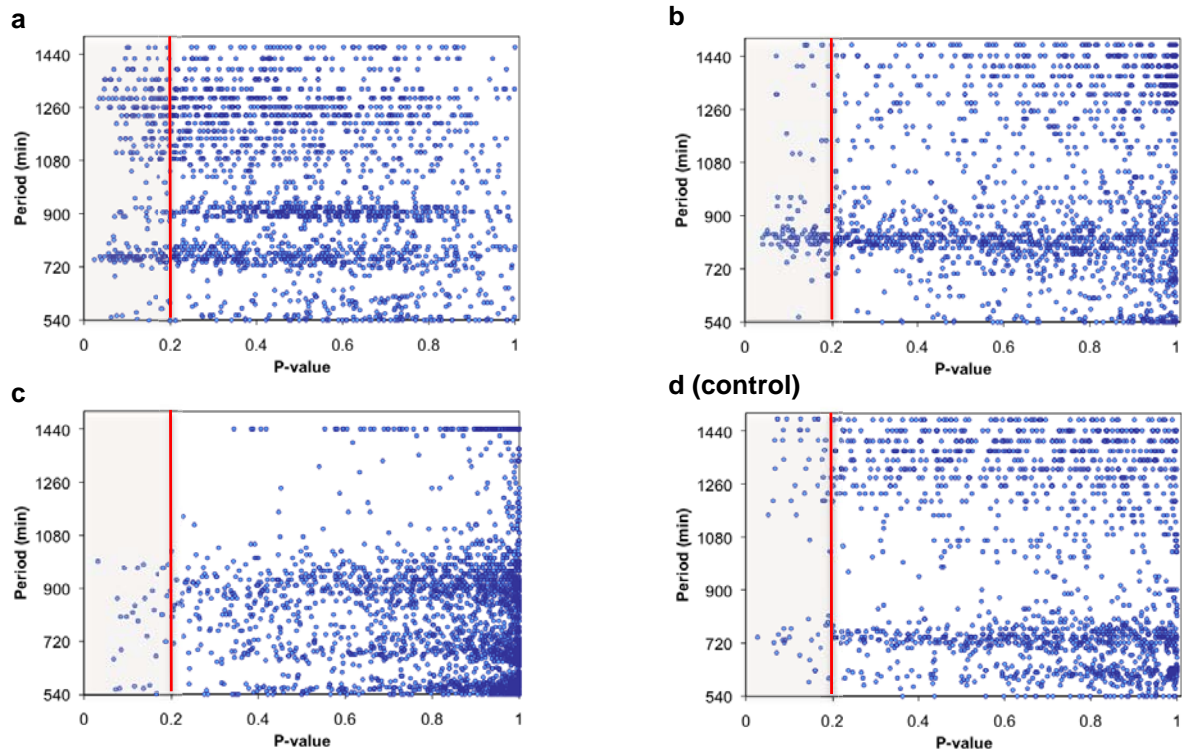

Figure S1A. Results from Lomb-Scargle analysis are presented as periodograms for each experiment described in Supplementary Table 1. Only genes with $p < 0.2$ were considered to be cyclic in their expression pattern. Note that a strong banding pattern with $p < 0.2$ is only observed in experiments A and B.

Figure S1B

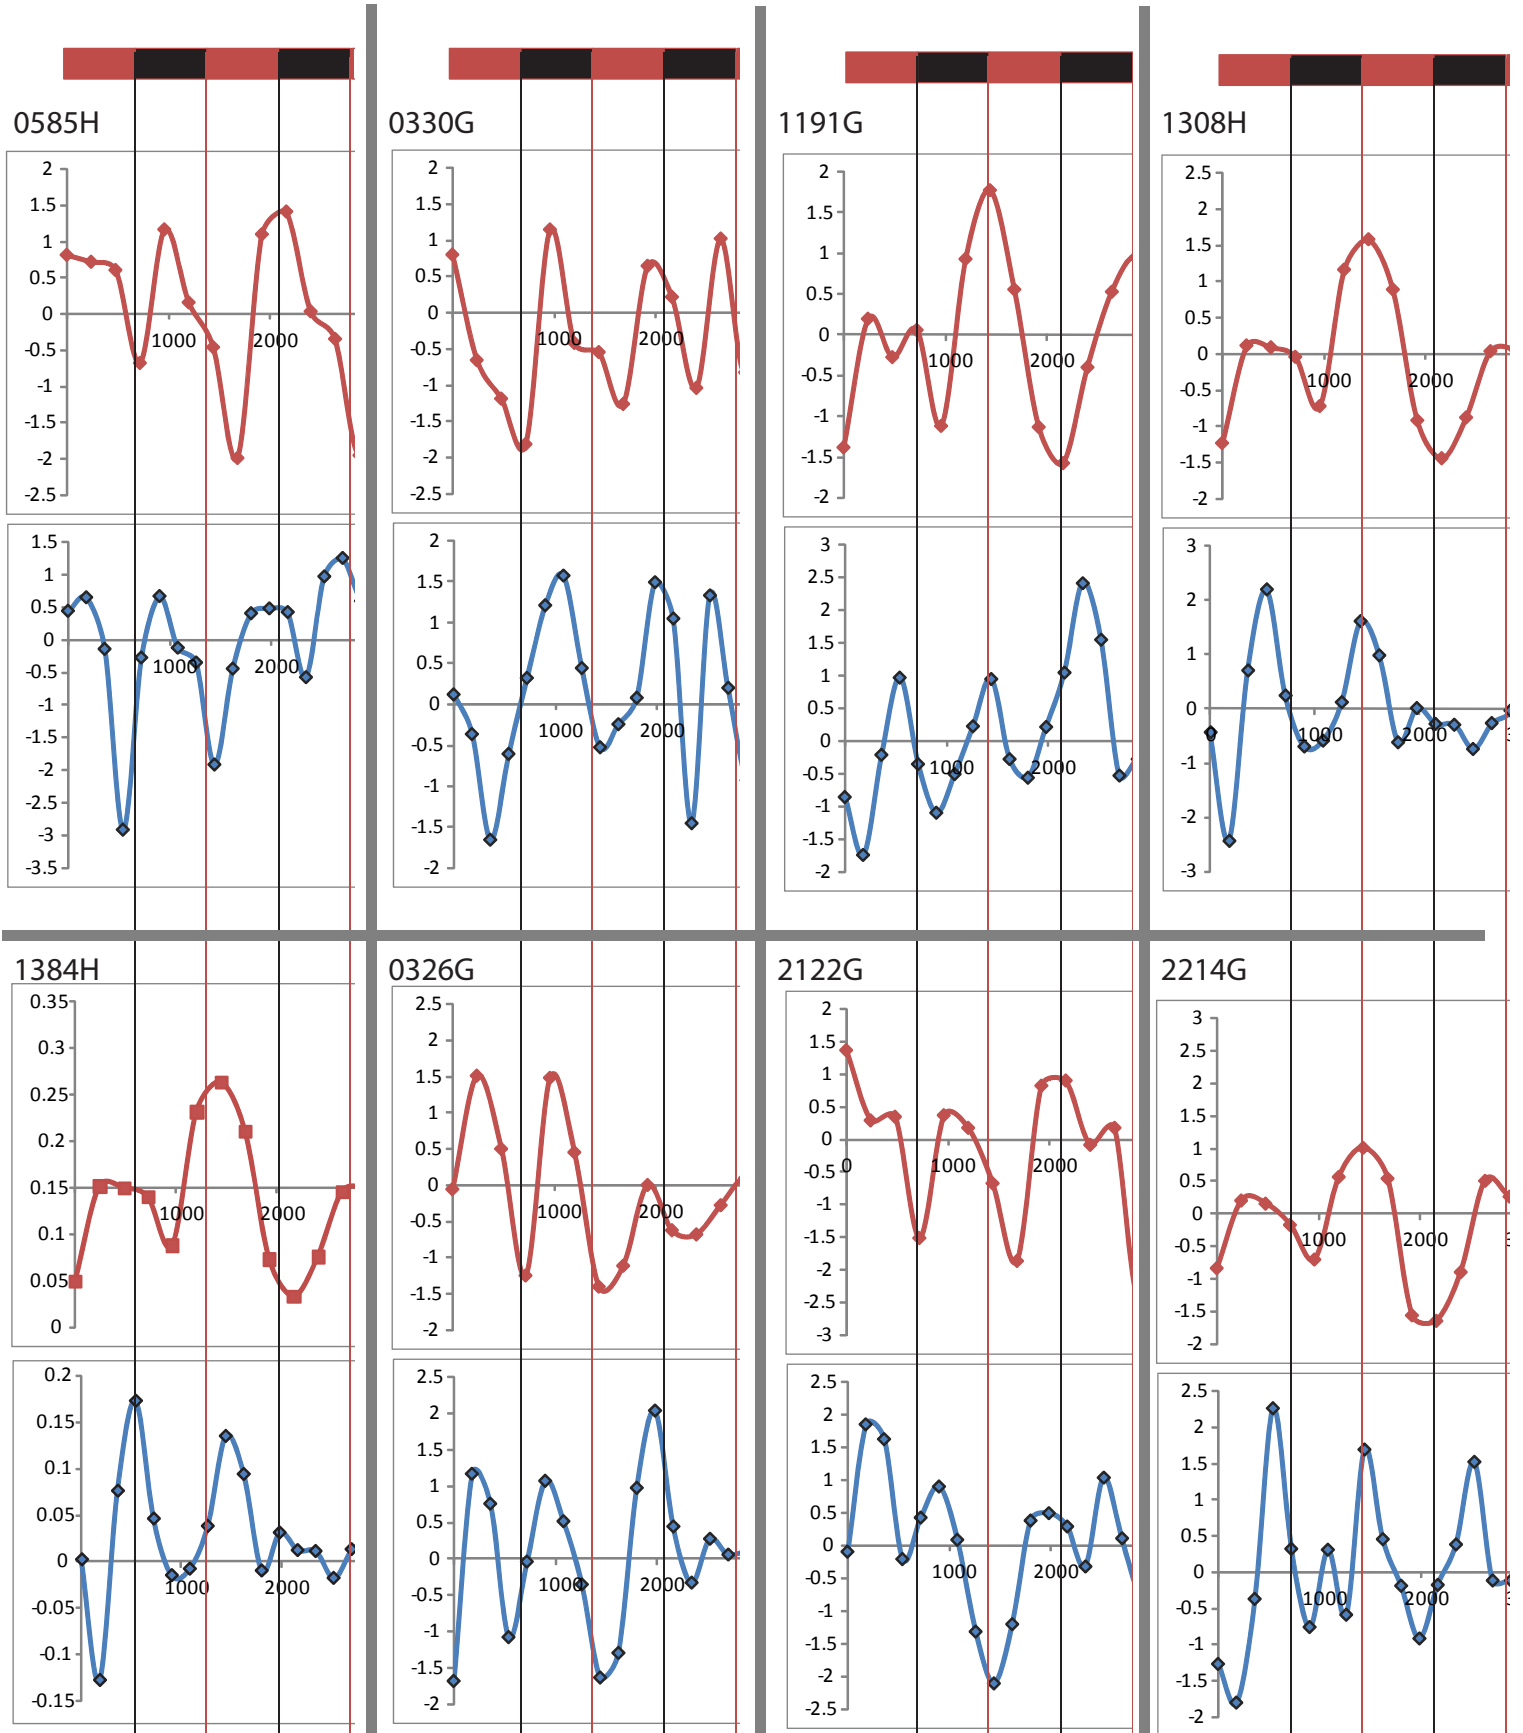

Figure S1B. Reproducibility of periodic transcriptional changes in 12 genes of diverse functions post-entrainment with three days of 12:12 LD. Transcriptional changes over 48 hours of “memory” phase are shown along with putative functions.

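Of the genes labelled in Figure S1B, 1 is named on the arrays of Experiment B used here: *ppsA*, which encodes phosphoenolpyruvate synthase. Its probe was bright, with a mean log2 intensity of 13.66, and above background on all 38 arrays. The log2 ratio of *ppsA* to the reference had a median of −0.20 and a range of −0.46 to 0.07, and was below 0 on 36 arrays. In the authors' value table its median was −0.08. Its interquartile range between arrays, 0.19 in one dye orientation and 0.18 in the other, was larger than that of 28.4% of the measured probes. The SD between its 4 spots within an array was 0.14. Each panel of the figure sets a curve above another with closer time points, and the order of the arrays in time, which such a curve needs, is not known here.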

Figure S1B (continued)

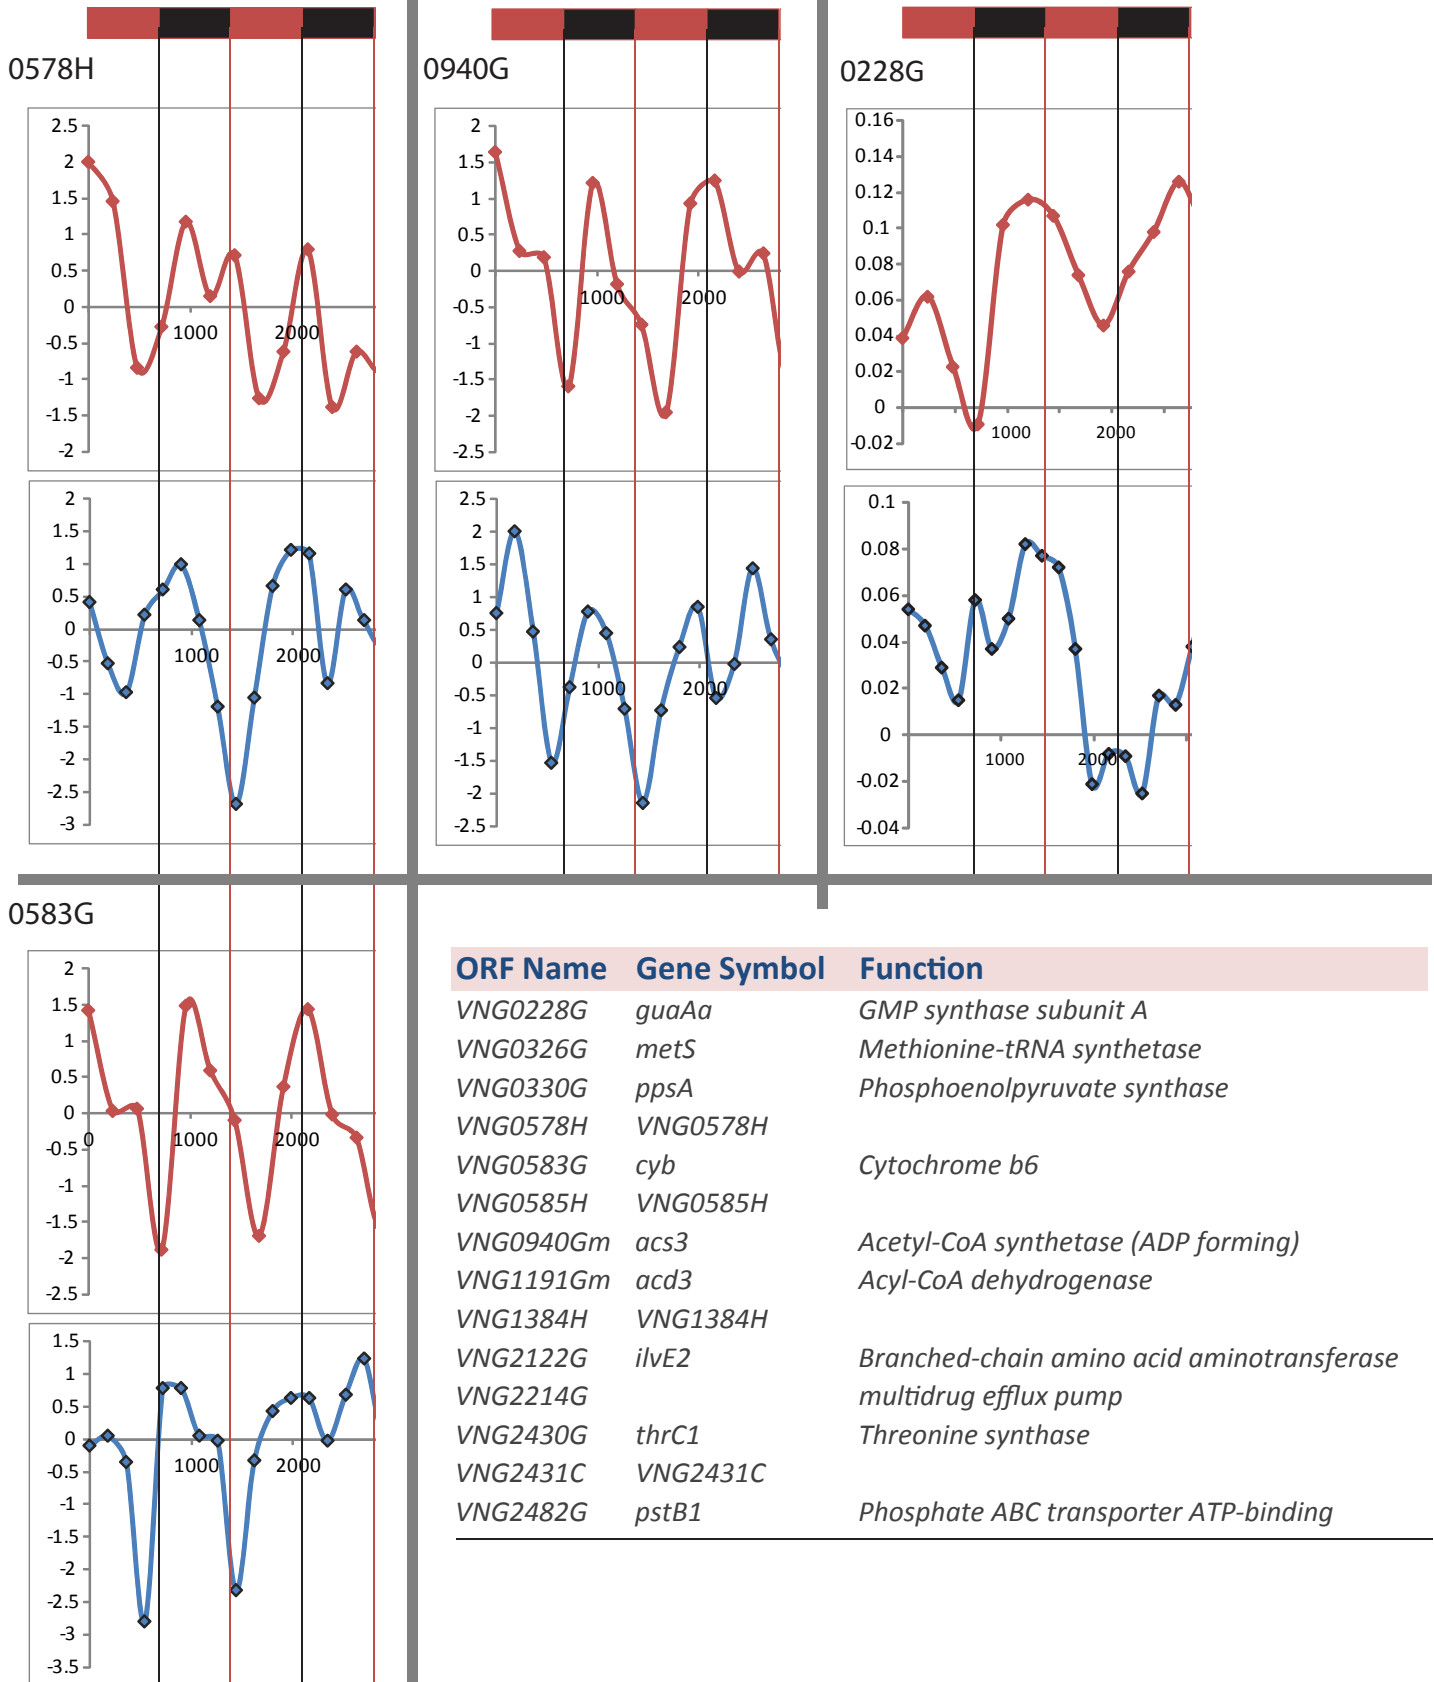

Figure S1B. Reproducibility of periodic transcriptional changes in 12 genes of diverse functions post-entrainment with three days of 12:12 LD. Transcriptional changes over 48 hours of “memory” phase are shown along with putative functions.

# Supplementary material for: Diurnally Entrained Anticipatory Behavior in Archaea
**Source:** PLoS One. 2009 May 8;4(5):e5485. doi: 10.1371/journal.pone.0005485
**Supplement:** Table S1 — Experiment design, culturing parameters and sampling schedule. (0.18 MB PDF)

Table S1. Experiment design, culturing parameters and sampling schedule.

Experiment	Intensity<br>($\mu\text{E}/\text{m}^2/\text{s}$)	shaking<br>(rpm)	Temp<br>($^{\circ}\text{C}$)	OD min	OD max	dilution	duration<br>(hrs)	#samples
a	150	125	37	0.54	0.69	yes	68.5	18
b	150	125	37	0.38	0.68	yes	54	19
c	150	125	37	0.20	0.41	yes	75	25
control-1	150	125	37	0.38	0.68	yes	54	19
control-2	150	125	37	0.20	0.41	yes	75	25

# Supplementary material for: Diurnally Entrained Anticipatory Behavior in Archaea
**Source:** PLoS One. 2009 May 8;4(5):e5485. doi: 10.1371/journal.pone.0005485
**Supplement:** Table S2 — Genes with oscillatory gene expression profiles in Experiments A and B, period of oscilattion and significance. (0.38 MB PDF)

Table S2. Genes with oscillatory gene expression profiles in Experiments A and B, period of oscillation and significance.

Experiment A					Experiment B				
ORF	Gene	Function	Period	p-value	ORF	Gene	Function	Period	p-value
VNG0006G	glmS	Glucosamine--fructose-6-phosphate aminotransferase [isomerizing]	1205.66	0.155	VNG0011C	VNG0011C	[-]	695.876	0.189
VNG0009G	graD2	Glucose-1-phosphate thymidyltransferase	1290.909	0.0648	VNG0032H	VNG0032H	[-]	824.847	0.182
VNG0013C	VNG0013C	[+]	1354.77	0.197	VNG0041C	VNG0041C	[-]	1557.692	0.188
VNG0028C	VNG0028C	[+]	766.8	0.0809	VNG0047G	graD6	Glucose-1-phosphate thymidyltransferase	1694.561	0.0673
VNG0029H	VNG0029H	[+]	1232.797	0.0963	VNG0058H	VNG0058H	[-]	1800	0.076
							potential transcriptional regulator, strong Rosetta match to E. coli transcriptional regulator		
VNG0043H	VNG0043H	[+]	1154.819	0.192	VNG0066H	VNG0066H		1646.341	0.0407
VNG0058H	VNG0058H	[+]	1261.184	0.189	VNG0067H	VNG0067H	[-]	836.777	0.0858
VNG0063G	galE2	UDP-glucose 4-epimerase	1232.797	0.0855	VNG0073C	VNG0073C	[-]	824.847	0.177
VNG0065G	gmd	GDP-D-mannose dehydratase	1261.184	0.16	VNG0075H	VNG0075H	[-]	1800	0.117
VNG0090G	moeA1	Molybdenum cofactor biosynthesis protein	756.213	0.152	VNG0077H	VNG0077H	[-]	1745.69	0.184
VNG0094C	VNG0094C	[+]	1044.687	0.108	VNG0095G	gapB	Glyceraldehyde 3-phosphate dehydrogenase	1800	0.193
VNG0096C	VNG0096C	[+]	1389.13	0.1	VNG0097G	hsp2	Putative heat shock protein	1557.692	0.0313
VNG0098G	rimK	Ribosomal protein S6 modification protein	1322.069	0.0458	VNG0133G	rpa	Replication A related protein	1646.341	0.0609
VNG0116H	VNG0116H	[+]	745.914	0.13	VNG0134G	hpyA	Archaeal histone A1	1800	0.0483
VNG0121H	VNG0121H	[+]	1261.184	0.135	VNG0142C	VNG0142C	putative transcription regulator (MarR family)	1800	0.0437
VNG0127C	VNG0127C	[+]	1354.77	0.0463	VNG0186G	pepB1	Aminopeptidase homolog	1800	0.168
VNG0134G	hpyA	Archaeal histone A1	1389.13	0.112	VNG0216H	VNG0216H	[-]	801.98	0.0762
VNG0146H	VNG0146H	[+]	1232.797	0.15	VNG0219H	VNG0219H	[-]	1441.281	0.152
		cytochrome C biogenesis protein, This protein consists of the transmembrane (i.e. non-catalytic) region of Cytochrome C biogenesis proteins also known as disulphide interchange proteins.							
VNG0150H	VNG0150H		1322.069	0.0717	VNG0228G	guaAa	GMP synthase subunit A	1800	0.172
VNG0154G	merA	putative dihydrolipoamide Dehydrogenase	1261.184	0.19	VNG0251C	VNG0251C	[-]	1646.341	0.137
VNG0156C	VNG0156C	putative transcription regulator	1006.299	0.186	VNG0261H	VNG0261H	[-]	1646.341	0.198
VNG0157G	oxiT	Oxalate/formate antiporter	1322.069	0.154	VNG0274C	VNG0274C	[-]	1406.25	0.131
VNG0168H	VNG0168H	[+]	1232.797	0.199	VNG0284C	VNG0284C	putative Fe-S cluster-containing oxidoreductase	791.016	0.106
VNG0178H	VNG0178H	[+]	1261.184	0.0301	VNG0326G	metS	Methionine-tRNA synthetase	836.777	0.182
VNG0179C	VNG0179C	RIO1 family eukaryotic protein kinase	756.213	0.153	VNG0354C	VNG0354C	putative metal-binding membrane protease	849.057	0.107
VNG0183G	xthA	Endonuclease IV	726.136	0.132	VNG0373H	VNG0373H	[-]	1800	0.102
VNG0192G	ftsZ2	Cell division protein ftsZ homolog	1130.973	0.199	VNG0374G	nusG	Transcription termination-antitermination factor	1646.341	0.0396
							Preprotein translocase secE subunit (Protein transport protein SEC61 gamma subunit homolog)		
VNG0213H	VNG0213H	transposase	1463.359	0.147	VNG0375G	secE		1557.692	0.0418
VNG0222C	VNG0222C	[+]	1389.13	0.11	VNG0376G	ftsZ1	Cell division protein ftsZ	750	0.18
VNG0227H	VNG0227H	[+]	1108.092	0.0731	VNG0390G	graD1	Glucose-1-phosphate thymidyltransferase	1694.561	0.0469
VNG0231C	VNG0231C	[+]	1261.184	0.116	VNG0401G	epf2	mRNA 3'-end processing factor homolog	1646.341	0.0874
VNG0237H	rpc10	DNA-directed RNA polymerase, 7 kDa subunit	1232.797	0.191	VNG0410G	rfbU2	LPS biosynthesis	1600.791	0.127
VNG0243C	VNG0243Cm	[+]	745.914	0.124	VNG0420H	VNG0420H	[-]	1800	0.143
VNG0249G	fbr	Copper binding proteins/plastocyanin/azurin	1389.13	0.0677	VNG0438G	ferA3	Ferredoxin	1800	0.0122
VNG0252C	VNG0252C	[+]	1065	0.143	VNG0468C	VNG0468C	putative flavoprotein	1646.341	0.087
VNG0283C	VNG0283C	molecular chaperone (small heat shock protein, Hsp20)	1179.692	0.154	VNG0469H	VNG0469H	[-]	824.847	0.179
VNG0286C	VNG0286C	probable transposase	619.386	0.164	VNG0487H	VNG0487H	[-]	1745.69	0.166
VNG0294G	pnm	N-methyltransferase homolog	1463.359	0.162	VNG0502G	aspB1	Aspartate aminotransferase	849.057	0.0854
VNG0309C	VNG0309C	2-amino-3,7-dideoxy-D-threo-hept-6-ulosonate synthase	568	0.119	VNG0509H	VNG0509H	[-]	1694.561	0.00908
VNG0319H	VNG0319H	[+]	877.346	0.147	VNG0530G	troR	Iron-dependent repressor	1694.561	0.199
VNG0320H	VNG0320H	ArsR family transcription regulator	1044.687	0.198	VNG0540G	imp	Immunogenic protein	1800	0.105
VNG0326G	metS	Methionine-tRNA synthetase	766.8	0.181	VNG0543H	VNG0543H	[-]	801.98	0.101
VNG0327G	gadD	Tyrosine decarboxylase	756.213	0.0891	VNG0548C	VNG0548C	Nucleolar RNA-binding protein	1600.791	0.142
							Probable translation initiation factor 2 alpha subunit (eIF-2-alpha)		
VNG0329G	caaX	Zinc metalloproteinase homolog	756.213	0.188	VNG0549G	elf2a		931.034	0.195
VNG0361C	VNG0361C	[+]	599.062	0.198	VNG0550G	rps27e	30S ribosomal protein S27e	1646.341	0.078
VNG0402H	VNG0402H	[+]	745.914	0.098	VNG0572G	dfp	FMN-binding pantothenate metabolism flavoprotein	1800	0.0335
VNG0421C	VNG0421C	[+]	891.628	0.142	VNG0578H	VNG0578H	[-]	1109.589	0.108
VNG0431G	apa	Diadenosine tetraphosphate pyrophosphohydrolase	745.914	0.198	VNG0582C			1646.341	0.164
VNG0451G	phoU	Transcriptional regulator	824.516	0.0668	VNG0586C	VNG0586C	PetE plastocyanin.	1646.341	0.0508
VNG0474G	porA	pyruvate ferredoxin oxidoreductase, subunit alpha	766.8	0.162	VNG0599C	VNG0599C	[-]	1177.326	0.0946
VNG0487H	VNG0487H	[+]	1179.692	0.198	VNG0600C	VNG0600C	[-]	1745.69	0.0582
VNG0488H	VNG0488H	[+]	766.8	0.105	VNG0610G	hhoA	4-hydroxybenzoate octaprenyltransferase	1109.589	0.125
							Phosphoribosylaminoimidazole carboxylase ATP binding subunit		
VNG0498C	VNG0498C	[+]	756.213	0.0464	VNG0632G	purK		1310.68	0.0704

Experiment A					Experiment B				
ORF	Gene	Function	Period	p-value	ORF	Gene	Function	Period	p-value
VNG0499G	cna	putative nucleotide methyltransferase	745.914	0.124	VNG0633G	purE	Phosphoribosylaminoimidazole carboxylase catalytic subunit	1557.692	0.117
VNG0503C	VNG0503C	putative methyltransferase.	1232.797	0.111	VNG0637G	ndhG5	NADH dehydrogenase/oxidoreductase	1600.791	0.15
VNG0507C	VNG0507C	[+]	1232.797	0.194	VNG0659H	VNG0659H	[+]	1646.341	0.178
VNG0527C	VNG0527C	[+]	891.628	0.0694	VNG0664G	birL	Biotin acetyl-CoA carboxylase ligase	813.253	0.19
VNG0537C	VNG0537C	[+]	777.688	0.124	VNG0667G	trp4	ABC transporter, ATP-binding protein homolog	1694.561	0.089
VNG0542C	VNG0542C	putative oxidoreductase	1322.069	0.172	VNG0678G	acaB1	3-ketoacyl-CoA thiolase	1745.69	0.0848
		Probable translation initiation factor 2 alpha subunit (eIF-2-alpha)							
VNG0549G	eif2a		1232.797	0.183	VNG0688H	VNG0688H	[+]	780.347	0.116
VNG0551G	rpl44e	50S ribosomal protein L44E	1261.184	0.137	VNG0734G	tfbB	Transcription initiation factor IIB 2 (TFIIB 2)	1600.791	0.0676
VNG0560C	VNG0560C	[+]	556.459	0.0742	VNG0750C	VNG0750C	putative GAF domain-containing protein (PF1590)	1478.102	0.178
VNG0566C	VNG0566C	[+]	1261.184	0.0805	VNG0751C	VNG0751C	putative transcription regulator (PadR family)	1557.692	0.0341
VNG0574C	VNG0574C	[+]	1261.184	0.112	VNG0758C	VNG0758C	[+]	1516.854	0.0472
VNG0583G	cyb	Cytochrome b6	1154.819	0.106	VNG0771G	aldY2	Aldehyde dehydrogenase (Retinol)	813.253	0.12
							HEAT repeat-containing protein. Related to phycobilisome proteins of cyanobacteria		
VNG0587H	VNG0587H	[+]	556.459	0.0868	VNG0782H	VNG0782H		1600.791	0.0567
VNG0609C	VNG0609C	[+]	756.213	0.119	VNG0811H	VNG0811H	[+]	801.98	0.161
VNG0628G	gdhA1	Glutamate dehydrogenase	766.8	0.0765	VNG0816G	chi	Chitinase	836.777	0.195
VNG0629G	aspB2	Aspartate aminotransferase	1154.819	0.136	VNG0834C	VNG0834C	[+]	916.29	0.189
VNG0639G	ndhG4	NADH dehydrogenase/oxidoreductase	1130.973	0.173	VNG0863H	VNG0863H	[+]	1800	0.0684
VNG0641C	VNG0641C	NADH-ubiquinone/plastoquinone oxidoreductase chain 6	1154.819	0.0943	VNG0869G	tfbD	Transcription initiation factor IIB 4 (TFIIB 4)	861.702	0.158
VNG0648G	ndhG3	NADH dehydrogenase/oxidoreductase	777.688	0.124	VNG0892H	VNG0892H	[+]	931.034	0.101
VNG0653G	mcmA1_2	Methylmalonyl-CoA mutase, subunit alpha	1232.797	0.124	VNG0893G	udp2	Uridine phosphorylase	1600.791	0.148
VNG0659H	VNG0659H	[+]	766.8	0.179	VNG0905G	pmu2	Phosphomannomutase	1800	0.0822
VNG0660H	VNG0660H	[+]	540	0.149	VNG0926H	VNG0926H	[+]	916.29	0.12
VNG0665G	coxB1	Cytochrome c oxidase subunit II	800.418	0.0969	VNG0940G	acs3	Acetyl-CoA synthetase (ADP forming)	836.777	0.0635
VNG0667G	trp4	ABC transporter, ATP-binding protein homolog	800.418	0.0565	VNG0987H	VNG0987H	[+]	1646.341	0.188
VNG0673G	mcmA2	Methylmalonyl-CoA mutase	906.383	0.167	VNG1041H	VNG1041H	[+]	824.847	0.0781
VNG0678G	acaB1	3-ketoacyl-CoA thiolase	1205.66	0.0955	VNG1060H	VNG1060H	[+]	888.158	0.0971
VNG0694G	nthB	Endonuclease III	1290.909	0.102	VNG1065C	VNG1065C	[+]	780.347	0.172
VNG0708H	VNG0708H	[+]	1130.973	0.198	VNG1120H	VNG1120H	[+]	740.402	0.095
							Mechanosensitive ion channel (small conductance), Mechanosensitive channels provide protection against hypo-osmotic shock, responding both to stretching of the cell membrane and to membrane depolarisation. The pressure threshold for MscS opening is 50% that of MscL (large conductance).		
VNG0711C	VNG0711C	[+]	1108.092	0.106	VNG1164C	VNG1164C		1646.341	0.117
VNG0713C	VNG0713C	[+]	1232.797	0.144	VNG1173G	eef1b	Elongation factor 1-beta (EF-1-beta) (aEF-1beta)	1557.692	0.156
VNG0726C	VNG0726C	putative transcription regulator (TetR family)	1290.909	0.174	VNG1190G	sod1	Superoxide dismutase [Mn] 1	1800	0.0523
		Multi Antimicrobial Extrusion drug/sodium antiporter, These proteins mediate resistance to a wide range of cationic dyes, fluoroquinolones, aminoglycosides and other structurally diverse antibiotics and drugs. MATE proteins are found in bacteria, archaea and eukaryotes.							
VNG0727C	VNG0727C		1354.77	0.138	VNG1194H	VNG1194H	[+]	1646.341	0.0562
VNG0738H	VNG0738H	[+]	1006.299	0.141	VNG1226H	VNG1226H	[+]	1694.561	0.147
VNG0750C	VNG0750C	putative GAF domain-containing protein (PF1590)	1463.359	0.0979	VNG1256G	ribG	Riboflavin-specific deaminase	824.847	0.152
							Phosphotransferase system IIC components, glucose/maltose/N-acetylglucosamine-specific		
VNG0757G	tfeA	Transcription initiation factor IIE alpha subunit	1290.909	0.162	VNG1263C	VNG1263C		1745.69	0.177
VNG0784G	pssA	CDP-diacylglycerol-serine O-phosphatidyltransferase	745.914	0.0585	VNG1289H	VNG1289H	[+]	1516.854	0.195
VNG0810H	VNG0810H	[+]	1108.092	0.106	VNG1291H	VNG1291H	[+]	1516.854	0.0441
VNG0835G	idr2	Iron-dependent repressor homolog	766.8	0.0559	VNG1300H	VNG1300H	[+]	780.347	0.171
VNG0864G	purL	Phosphoribosylformylglycinamide synthase II	1179.692	0.15	VNG1370G	hemU	Iron (III) ABC transporter permease	1153.846	0.177
VNG0875C	VNG0875Cm	M50 family peptidase (metalloprotease)	756.213	0.0904	VNG1384H	VNG1384H	[+]	824.847	0.181
VNG0882G	pho2	putative phosphatase (COG match). OR putative haloacid dehalogenase-type hydrolase (PFAM and PDB matches). GufA protein, putative divalent cation transporter (PFAM, COG matches).	877.346	0.196	VNG1410H	VNG1410H	[+]	1800	0.116
VNG0938G	gufA		745.914	0.0922	VNG1438H	VNG1438H	[+]	1800	0.174
VNG0943C	VNG0943C	[+]	1425.279	0.169	VNG1451C	VNG1451C	putative sugar-specific transcription regulator	1694.561	0.168
VNG0949G	gspE3	Type II secretion system protein	777.688	0.157	VNG1470G	pri	DNA primase, small subunit	1800	0.199
VNG0978H	VNG0978H	[+]	1086.119	0.179	VNG1482G	acd5	Acyl-CoA dehydrogenase	1745.69	0.171

Experiment A					Experiment B				
ORF	Gene	Function	Period	p-value	ORF	Gene	Function	Period	p-value
VNG0996G	boa4	Bacterio-opsin activator-like protein	1322.069	0.149	VNG1483C	VNG1483C	putative transcription regulator, Function assigned on the basis of match to COG1813: Predicted transcription factor, homolog of eukaryotic MBF1	1745.69	0.0783
VNG1005H	VNG1005H	[+]	1232.797	0.177	VNG1488G	boa2	Bacterio-opsin activator-like protein	1800	0.185
VNG1007H	VNG1007H	[+]	1261.184	0.0892	VNG1494G	rpl37e	50S ribosomal protein L37e	1557.692	0.0968
VNG1014G	polIV	DNA polymerase IV; may be involved in DNA repair	1232.797	0.0979	VNG1496G	snp	snRNP homolog	1516.854	0.168
VNG1026H	VNG1026H	[+]	580.03	0.18	VNG1497C	VNG1497C	[+]	1800	0.139
VNG1035C	VNG1035C	putative choline dehydrogenase flavoprotein/oxidoreductase	1290.909	0.103	VNG1524C	VNG1524C	[+]<br>putative accessory protein for magnesium influx, Unlike in most organisms this protein in Halobacterium NRC-1 is not in an operon with Mg transporter protein MgtB. Other proteins in this family are SapB (B. subtilis)and several hypothetical proteins.	1557.692	0.159
VNG1042H	VNG1042H	[+]	1322.069	0.176	VNG1525C	VNG1525C	[+]	813.253	0.143
VNG1048G	udg1	UDP-glucose dehydrogenase	1154.819	0.0823	VNG1533H	VNG1533H	[+]	1646.341	0.173
VNG1058H	VNG1058H	[+]<br>putative glycosyltransferase involved in polysaccharide/cell wall biosynthesis.	550.862	0.0616	VNG1574G	cobA	Cobalamin adenosyltransferase	1800	0.118
VNG1066C	VNG1066C		1261.184	0.121	VNG1580H	cobS	Cobalamin(Cbl)-5-phosphate synthase	780.347	0.198
VNG1070G	gpdA1	FAD-dependent oxidoreductase	1290.909	0.0729	VNG1581C	cobY	GTP:adenosylcobinamide (AdoCbl)-phosphate nucleotidyltransferase.	769.962	0.168
VNG1074G	ykfB2	Chloromuconate cycloisomerase	689.568	0.07	VNG1585C	VNG1585Cm	Uncharacterized conserved protein	1646.341	0.1
VNG1086C	VNG1086C	[+]	1154.819	0.158	VNG1591H	VNG1591H	[+]<br>putative molybdate transport protein, permease component of ABC transporter	1694.561	0.121
VNG1094H	VNG1094H	[+]	1205.66	0.157	VNG1595C	modA	Chemotaxis protein	1516.854	0.115
VNG1099C	VNG1099C	[+]	1322.069	0.0989	VNG1607G	cheC2	NADPH-dependent FMN reductase , NADPH-dependent FMN reductase (EC:1.5.1.29) reduces FMN and also reduces riboflavin and FAD, although more slowly. Members of this family catalyse the reaction: NAD(P)H + FMN = NAD(P)(+) + FMNH(2)	1557.692	0.176
VNG1101C	VNG1101C	predicted membrane protein.	1322.069	0.14	VNG1618H	VNG1618H	[+]	1310.68	0.192
VNG1105G	rpl1p	50S ribosomal protein L1P (HL8)	1290.909	0.175	VNG1619H	VNG1619H	[+]	861.702	0.0966
VNG1111G	drg	Hypothetical protein Vng1111g	777.688	0.175	VNG1637G	hcpA	Halocyanin precursor-like	555.556	0.122
VNG1130H	VNG1130H	[+]	1232.797	0.115	VNG1644G	nrdb2	Ribonucleoside reductase large chain	1800	0.177
VNG1133G	rps4p	30S ribosomal protein S4P	1354.77	0.174	VNG1721G	trkH2	TRK potassium uptake system protein	1800	0.188
VNG1150G	idsA	Geranylgeranyl diphosphate synthase<br>Mechanosensitive ion channel (small conductance),<br>Mechanosensitive channels provide protection against hypo-osmotic shock, responding both to stretching of the cell membrane and to membrane depolarisation.The pressure threshold for MscS opening is 50% that of MscL (large conductance).	1154.819	0.153	VNG1733G	htr17	Htr17 transducer	824.847	0.119
VNG1164C	VNG1164C		1232.797	0.178	VNG1768G	elf5a	Translation initiation factor 5A (eIF-5A) (Hypusine-containing protein)	946.262	0.135
VNG1168C	VNG1168C	[+]	1232.797	0.138	VNG1776G	nirH	putative transcription regulator, structural match to lrp-like transcriptional regulator (e = 1x10E-28), COG1552.	1406.25	0.119
VNG1180G	msrA	Peptide methionine sulfoxide reductase msrA	1130.973	0.155	VNG1814G	carB	Carbamoyl-phosphate synthase large chain<br>thiaminS, ThiS (thiaminS) is a 66 aa protein involved in sulphur transfer. ThiS is coded in the thiCEFSGH operon in E. coli. This family of proteins have two conserved Glycines at the C terminus. Thiocarboxylate is formed at the last G in the activation process.	1800	0.0981
VNG1181G	flaA1b	Flagellin A1 precursor	756.213	0.104	VNG1848H	VNG1848H	Htr3 transducer	961.995	0.104
VNG1185G	pqqE	Coenzyme PQQ synthesis protein	605.687	0.194	VNG1856G	htr3	putative leucine binding protein, This family includes extracellular ligand binding domains of a wide range of receptors. This family also includes the bacterial amino acid binding proteins of known structure.	1516.854	0.131
VNG1209G	hutG	Probable formimidoylglutamase/arginase family protein	970.633	0.191	VNG1857C	VNG1857C	[+]	1478.102	0.141
VNG1220H	VNG1220H	[+]	756.213	0.0683	VNG1938C	VNG1938C	[+]	824.847	0.114
VNG1226H	VNG1226H	[+]	745.914	0.178	VNG1940H	VNG1940H	[+]	1800	0.0286
VNG1228C	VNG1228C	[+]	1354.77	0.191	VNG1944C	VNG1944C	Phosphoribosylformylglycinamide (FGAM) synthase	1800	0.0685
VNG1252G	yhcR	Phosphoesterase	1503.529	0.0527	VNG1948H	VNG1948H	[+]	1800	0.134
VNG1283H	VNG1283H	[+]	891.628	0.199	VNG1960H	VNG1960H	[+]	679.53	0.152

Experiment A					Experiment B					
ORF	Gene	Function	Period	p-value	ORF	Gene	Function	Period	p-value	
VNG1294G	slyD	FK506 binding protein (Peptidyl-prolyl cis-trans isomerase), Peptidylprolyl isomerases accelerate protein folding by catalyzing the cis-trans isomerization of proline imidic peptide bonds in oligopeptides. These proteins are found in a variety of organisms.	1354.77	0.125	VNG1963H	VNG1963H	[+]	836.777	0.186	
VNG1308G	sdhB		Succinate dehydrogenase subunit B	1322.069	0.176	VNG2024H	VNG2024H	[+]	824.847	0.162
VNG1310G	sdhC		Succinate dehydrogenase hydrophobic membrane anchor protein	1179.692	0.193	VNG2032G	fad1	Enoyl-CoA hydratase	769.962	0.188
VNG1320G	cbp	Calcium-binding protein homology	1389.13	0.11	VNG2037C	VNG2037C	putative sensory histidine kinase, contains strong COG and PFAM hits to N-Term PAS/PAC and c-term sensory histidine kinase. Strong structure hit (2X10E-109) to FixL of R. meliloti	1600.791	0.0689	
VNG1336C	VNG1336C		[+]	766.8	0.0852	VNG2053G		rpoE'	DNA-directed RNA polymerase subunit E'	1646.341
VNG1375C	VNG1375C	[+]	921.635	0.118	VNG2056G	elf2g	Probable translation initiation factor 2 gamma subunit (eIF-2-gamma)	1800	0.19	
VNG1381H	VNG1381H	[+]	745.914	0.0233	VNG2078G	hat2	Probable acetyltransferase	1153.846	0.186	
VNG1412H	VNG1412H	[+]	1154.819	0.0945	VNG2093G	glnA	Glutamine synthetase	1800	0.0224	
VNG1429C	VNG1429C	[+]	756.213	0.184	VNG2094G	trh4	Transcription regulator, PFAM1037:AsnC/Lrp family of transcription regulators\nnCOG1522:Transcription regulators (PET = 72)	1646.341	0.0679	
VNG1470G	pri	DNA primase , small subunit	756.213	0.101	VNG2122G	ilvE2	Branched-chain amino acid aminotransferase	1800	0.174	
VNG1494G	rpl37e	50S ribosomal protein L37e	1290.909	0.153	VNG2147G	hmp	Membrane protein	1441.281	0.071	
VNG1529G	mmdA	Methylmalonyl-CoA decarboxylase, subunit alpha	745.914	0.168	VNG2157C	VNG2157C	[+]	1600.791	0.0237	
VNG1538H	VNG1538H	[+]	1179.692	0.173	VNG2162C	VNG2162C	[+]	1600.791	0.14	
VNG1540G	ywfD	Glucose 1-dehydrogenase	1261.184	0.142	VNG2165H	VNG2165H	[+]	1800	0.195	
VNG1544G	clc	Chloride channel	1290.909	0.156	VNG2177H	VNG2177H	[+]	1800	0.134	
VNG1547C	VNG1547C	[+]	1290.909	0.136	VNG2183H	VNG2183H	[+]	836.777	0.16	
VNG1557G	cbiH2	precorrin-3 C-17 methyltransferase Cobalamin biosynthesis	1179.692	0.19	VNG2190G	ileS	Isoleucyl-tRNA synthetase	1646.341	0.102	
VNG1559H	VNG1559H		[+]	1130.973	0.142	VNG2197H	VNG2197H	[+]	1310.68	0.0727
VNG1574G	cobA	Cobalamin adenosyltransferase	745.914	0.0733	VNG2199H	VNG2199H	[+]	1557.692	0.0181	
VNG1577C	VNG1577C	[+]	1232.797	0.156	VNG2214G	[+]	multidrug efflux pump, Strong hits: PF1544 MatE domain containing protein. Also strong hits to COG0534 (Multidrug efflux pump) MatE (Multiple Antimicrobial Exclusion) domains mediate resistance to many antimicrobial agents and typically function as drug/sodium antiporters. Thermosome alpha subunit (Thermosome subunit 1) (Chaperonin alpha subunit)	961.995	0.0745	
VNG1585C	VNG1585Cm	Uncharacterized conserved protein	1590.871	0.177	VNG2226G	cctA		1800	0.0505	
VNG1608C	VNG1608C	[+]	745.914	0.12	VNG2236H	VNG2236H	[+]	849.057	0.0506	
VNG1609C	VNG1609C	[+]	540	0.199	VNG2246H	VNG2246H	[+]	849.057	0.156	
VNG1613H	VNG1613H	[+]	745.914	0.0395	VNG2281C	VNG2281C	[+]	1694.561	0.196	
VNG1621H	VNG1621H	[+]	1290.909	0.0349	VNG2317G	cbiO1	Cobalt transport ATP-binding protein	801.98	0.098	
VNG1631G	cbiO2	Cobalt transport ATP-binding protein	1232.797	0.109	VNG2321G	ydaF	Putative acetyltransferase	1800	0.173	
VNG1632G	cbiQ	Cobalt transport protein	1108.092	0.121	VNG2343G	ykfD	Oligopeptide ABC transporter ATP-binding	1800	0.15	
VNG1640H	VNG1640H	ATPase subunit of protease ClpXt / PDB 1DPU C-terminal domain of replication protein A COG1219.	1261.184	0.156	VNG2366C	VNG2366C	[+]	1646.341	0.0951	
VNG1664H	VNG1664H		[+]	1154.819	0.14	VNG2383G	nrdA	Ribonucleoside reductase small chain	1800	0.167
VNG1667G	cdc48c	CdcH protein	788.889	0.196	VNG2387H	VNG2387H	[+]	801.98	0.0595	
VNG1678H	VNG1678H	[+]	1290.909	0.108	VNG2394G	tssB	Thiosulfate sulfurtransferase	1745.69	0.023	
VNG1740C	VNG1740C	[+]	1322.069	0.18	VNG2411G	orc7	Orc / cell division control protein 6	1516.854	0.169	
VNG1754G	phr1	Photolyase/cryptochrome	1290.909	0.119	VNG2420G	metA	Probable homoserine O-acetyltransferase	801.98	0.115	
VNG1758H	VNG1758H	[+]	545.377	0.121	VNG2423G	serB	Phosphoserine phosphatase	1646.341	0.013	
VNG1775C	VNG1775C	Siroheme Biosynthesis Protein, A Bifunctional Nad-Dependent Dehydrogenase and Ferrochelatase Involved In Siroheme Synthesis.	1389.13	0.0992	VNG2431C	VNG2431C	[+]	1745.69	0.135	
VNG1785G	panF		Pantothenate permease	735.893	0.093	VNG2446H	VNG2446H	[+]	931.034	0.0732
VNG1788C	VNG1788C	[+]	756.213	0.106	VNG2482G	pstB1	Phosphate ABC transporter ATP-binding	861.702	0.161	
VNG1816G	trh3	Transcription regulator	756.213	0.0889	VNG2488C	VNG2488C	[+]	836.777	0.179	
VNG1851G	suk	Sugar kinase	756.213	0.101	VNG2490H	VNG2490H	[+]	813.253	0.16	
VNG1903C	VNG1903Cm	predicted transcriptional regulator, exact copy of VNG1886C	788.889	0.119	VNG2526G	dppF	Dipeptide ABC transporter ATP-binding	1646.341	0.0947	
VNG1917H	VNG1917H		[+]	756.213	0.135	VNG2529G	dppB2	Dipeptide ABC transporter permease	1478.102	0.136

How the deposited data were processed for this re-analysis (not part of the article)

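The arrays of Experiment B were analysed: 38 hybridisations of RNA from the entrained culture against a common mid-log phase reference, 19 with the culture RNA in Alexa 546 and 19 with it in Alexa 647. Dyes and array numbers come from the sample labels, and culture conditions from the methods and Supplementary Table S1. The labels give no replicate numbers, no usable time points and no pairing of dye-swapped arrays. Arrays of the other experiments were not analysed here.

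The authors' files hold, per array, the spot intensity and local background intensity of each dye at 2 scanner gains, neither corrected nor normalized; the scanner software is not given in the sources used here. The authors also deposited a value table of log10 ratios. Its columns were set against the scanner values of the same arrays over spots brighter than 1000: the columns followed log10 of culture over reference, with r between 0.53 and 0.99 (second lowest 0.92) and medians between −0.0673 and 0.0962. How the authors normalized and centred that table is not given in the sources used here. It was used for an alternative and to find blank spots (1117, 1093 and 1173 in runs 1, 2 and 3).

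In R 4.3.3 with limma 3.58.1, the mean spot and median background intensity of the high-gain scan were corrected by normexp with an offset of 50 and normalized within each array by loess, with blank spots given weight 0. Ratios were turned to culture over reference on the log2 scale, and the 4 spots of each of the 2401 probes measured on every array were averaged. Later steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene names come from a probe table that lists 133 of the probes with 1 gene symbol each and none with several; the other 2268 are unnamed here. Names were joined by the layout of the slide, because the spot numbers of the scanner files follow another order; the join was worked out on 1 array and checked on all 38. All 133 symbols occur in the reference table of strain 91-R6, which was used for names and neighbourhood, and none matched by gene identifier. A probe was called above background where it exceeded the 95th percentile of always-blank spots in both dyes on at least 19 arrays, and saturated where a spot reached 60000.

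Before the data were examined, the mapping of samples, the tests, the rule for naming genes, 26 functional lists and the alternatives were fixed. The use of the high-gain scan, the treatment of blank spots, the background rule, the choice of named genes as the pool for random lists, the matching of Table S2 by gene symbol and 7 further lists were settled after the files or the gene names had been seen. Genes were named if Figure 2 or Figure S1B shows them from Experiment B, if they are opsin or clock homologs, if they are among the 10 smallest p values of Experiment B in Table S2 (which had been seen), among the 10 highest or lowest medians on 1 side of the reference on every array or the 10 largest interquartile ranges, or among the 4 most variable members of a described list; other genes named were chosen after their values were seen.

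Because times are unknown, tests that need no order were used in place of a periodogram. A list's median interquartile range, and its mean absolute or mean pairwise Pearson r, computed within each dye orientation, were set against 10000 random lists matched in 20 intensity bins (one-sided). A functional list was called when its Benjamini-Hochberg adjusted p was under 0.05 in both orientations. Correlations between 2 genes or 2 mean profiles were tested with 100000 two-sided permutations, which treat arrays as exchangeable. Since arrays close in number resemble each other, these p values are likely too small. The dye effect was tested by limma between the 2 sets of 19 arrays; no source says that the arrays come from separate cultures, so all p values measure the spread between these arrays only.

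On data simulated with each probe's SD and independent noise, lists of 7 and of 4 genes sharing variation (r of 0.6) passed in 40 of 40 simulations. A list of 7 genes with 2 times the spread passed in 40 of 40, and a single pair with that r in 20 of 40. Unchanged lists and pairs passed in at most 1 of 40. Passing here meant an unadjusted p under 0.05, for the mean pairwise r and for pairs in both orientations. The mean absolute r was simulated on unchanged lists only. Real genes share variation and functional lists were called by adjusted p, so these rates do not carry over to the tests above. For the dye effect over 2401 probes, simulated log2 differences of 0.25, 0.5 and 1 were called in 51.5%, 84.8% and 100% of probes, and 0.182% of unchanged probes were called.

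Alternatives fixed before the data were examined changed the background correction, the normalization, the source of the ratios, the summary of spots, the filter on the dimmest 25% of probes, the measures of spread and correlation, the matching of random lists, the treatment of dye orientation and of array-number runs, and the size threshold. Added after the data were seen were the low-gain scan, random lists from all probes, the value table without 1 array, runs 2 and 3 alone and, for the pairs of Figure 2, runs 2 and 3 together. In the low-gain scan up to 59.3% of the measured spots of an array are exactly 0 in Alexa 647, where normexp failed, so plain subtraction plus the offset was used, and 1 array whose low-gain scan did not follow its high-gain scan was left out. The planned tests of the genes of short period and of the pairs with purK were not run, since the probes needed are unnamed here. For the same reason no pairs were run of the Figure S1B genes that Table S2 lists for Experiment B, which do not include ppsA.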

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

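The chemotaxis genes *cheA*, *cheB*, *cheR* and *cheY* varied together between arrays, with a mean r of 0.84 with the culture RNA in Alexa 546 and 0.83 with it in Alexa 647, and so did the cobalamin genes *cbiG*, *cbiQ*, *cbiT* and *cobN*, with 0.68 and 0.70. They stand out because the paper's text does not discuss these genes and both lists lie above the 95th percentile of random lists. That percentile was 0.36 and 0.39 for the motility list and 0.30 in both orientations for the cobalamin list. Supplementary Table S2 lists *cbiQ* as a cobalt transport protein, periodic in Experiment A. As periodic in Experiment B it lists other genes of these functions, *cobA*, *cobS*, *cobY*, *cbiO1* and *cheC2*, whose probes are unnamed here. For these lists and the purine list, neighbouring print positions, a step between the runs and a single array were tested, all set before those results were seen. Neither a step between the runs nor a single array accounts for the shared variation alone. The lowest mean r of the 3 lists was 0.33 with each gene centred within its run, and 0.34 with any 1 array left out. With the genes of a pair taken from different locations of the slide, it was 0.39. Each lay above the 95th percentile of random lists, taken over all arrays for the test of a single array. Both locations repeat the same layout, so the test across them cannot exclude an effect of print position common to both. On the array, the chemotaxis probes lie 4 to 44 probes apart, the cobalamin probes 20 to 1780 and the purine probes 86 to 2354. With the runs taken alone, settings chosen after the data were seen, the lower mean r of the motility, cobalamin and purine lists was 0.74, 0.49 and 0.33 in run 3, where no list passed at 9 arrays per orientation (adjusted p 0.0796, 0.158 and 0.0792), and 0.81, 0.71 and 0.11 in run 2, where the purine list did not pass at 8 arrays per orientation (adjusted p 0.399). A gradual change along the array numbers, from the culture or from the handling of the arrays, stays open; no biological explanation was tested, since the times of the arrays are not known.

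*pan1*, which encodes a proteasome-activating nucleotidase that the paper does not discuss, had a median log2 ratio of 1.12 (range 0.33 to 1.72) and was above the reference on 38 of 38 arrays. It is the only named gene among the 8 probes above the reference on every array with a median of at least 1; the other 7 are unnamed here. Its median was 1.18 with the culture RNA in Alexa 546 and 1.07 with it in Alexa 647. The proteasome genes *psmA* and *psmB* had medians of −0.12 and −0.05 (−0.19 and −0.11 with median centring, and 0.02 for *psmB* in the authors' value table). The proteasome list also held *panB*, by its symbol alone, which was below the reference on all 38 arrays with a median of −0.73; the reference table of strain 91-R6 gives this symbol to 1 gene and, as a second name, to another, *pan2*, so which gene the probe measures is not settled here. The mean r of the list with it, 0.01 and 0.33 (adjusted p 0.524 and 0.111), is therefore not read as a result on the proteasome.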

How the results depend on the processing

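Of the comparisons recomputed under other settings, 286 kept their direction and side of the threshold (counts within 1.5 times), 8 became weaker, 8 stronger, 13 counts moved by over 1.5 times and 43 changed direction, none of these past the threshold in either setting. Among single genes and the added list, 273 moved by less than their spread or still passed; among these, medians of *csg*, *gdhB*, *psmB* and *pyrF*, between −0.08 and 0.17, changed sign in some setting. The cause was not tested for any change below, except that run 2 or run 3 alone holds fewer arrays. Among settings fixed before the data were examined, a median of at least 0.58 gave 14 probes above and 40 below the reference. Without the dimmest 25% of probes, the repeat of pair correlations for the Experiment B genes passed (p = 0.0394). *glnA* and *purE* in Alexa 647 had r = 0.53 with median centring and 0.42 in the value table, no longer past the threshold. The TCA cycle list passed with Spearman's rho (adjusted p = 0.0374) and over all arrays together (0.0421). Probes with a dye effect numbered 1030 without background correction (566 higher and 464 lower in Alexa 647), and the authors' value table gave 385 higher and 1561 lower. Settings added after the data were seen gave the following. Run 2 alone gave 18 probes below the reference and p = 0.0405 for the shared variation of the Experiment B genes. The named genes of long period are the same 7 genes, so this result is counted again in the totals above. The run also gave r = −0.78 for *glnA* with *carB* and for *carB* with *purE* in Alexa 546. In Alexa 647 it gave r = 0.55 for *glnA* with *purE*, and the purine list had an adjusted p of 0.399. Run 3 alone gave 15 probes above the reference, r = 0.73 for *carB* with *purE* in Alexa 647, adjusted p values of 0.0792, 0.158 and 0.0796 for the purine, cobalamin and motility lists, and 0 lists called. The value table without 1 array gave r = 0.42 for *glnA* and *purE* in Alexa 647. The low-gain scan without 1 array gave 615 probes with a dye effect (275 higher, 340 lower), and the median of *htr7* moved to −0.29. The purine, cobalamin and motility lists passed in every other setting run. The changes of direction were these, where the low-gain scan, the value table without 1 array and the runs alone or together are the settings added later. The spread of the Experiment B genes lay on the other side of the random lists' median with no background correction (p = 0.288), without the dimmest 25% (0.503), over all arrays together (0.484), centred within runs (0.133), in the low-gain scan (0.0757) and in runs 2 and 3 alone (0.437 and 0.221), and that of the Experiment A genes with no background correction (0.485) and in run 3 alone (0.154). In Alexa 546, *glnA* with *carB* had r = 0.04 with no background correction, 0.02 with the median of the spots, 0.04 centred within runs, 0.18 in the low-gain scan and 0.48 in run 3 alone; *carB* with *purE* had 0.10 with no background correction, 0.01 with the median of the spots, 0.05 over all arrays together, 0.23 centred within runs, 0.03 in the low-gain scan, 0.10 in the value table without 1 array, 0.67 in run 3 alone and 0.13 in runs 2 and 3 together. In Alexa 647, *glnA* with *carB* had 0.11 with median centring, 0.27 in the value table with and without 1 array, 0.03 with the median of the spots, 0.34 in run 3 alone and 0.10 in runs 2 and 3 together; *carB* with *purE* had −0.08 in the low-gain scan and −0.74 in run 2 alone. The pyrimidine list changed sides with no background correction (adjusted p = 0.379), median centring (0.707), without the dimmest 25% (0.618), centred within runs (0.373), in the low-gain scan (0.622) and in runs 2 and 3 alone (0.541 and 0.257), the glutamine and glutamate list in run 2 alone (0.541), and the transducers in the value table with and without 1 array (0.8 and 0.972). The oxic and anoxic lists had r = −0.06 with median centring in Alexa 546, and −0.11 centred within runs and −0.18 in run 2 alone in Alexa 647. By signal over background, r between the 2 orientations was 0.78 in the brightest 25% of probes and −0.71 in the dimmest, where it was 0.34 without background correction; with the filter on dim probes *htr18* has no value.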

Differences from the paper's values

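The paper's text gives 167 genes shared by the sets of Experiments A and B, and the 2 lists of Supplementary Table S2, with 290 and 230 genes as in the text, share 26, where chance would give 27.8 (one-sided hypergeometric test, p = 0.681). The paper's sentence on this overlap follows its sentence on sets expanded by operons; 121.9 shared genes would be expected by chance between expanded sets of the paper's stated sizes, 636 and 460. No setting of the array analysis bears on this count, which comes from the table alone.

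The profiles of *glnA*, *carB* and *purE* span about 3.7, about 3.8 and about 4.9 in Figure 2, read by eye, on an axis that the legend gives as log10 ratios. On the log10 scale these genes spanned 0.24, 0.59 and 0.26 in the dye orientation with the larger span (for *carB*, 0.33 without the 4 arrays of run 1, which had its highest ratios), and none of the 5 alternatives set before the data were examined that were run for it, from no background correction to the filter on dim probes, brought a span within 1.5 times the figure's. In units of each gene's SD between arrays, taken as the mean of both dye orientations, the spans were 3.93, 4.07 and 3.53, within 1.5 times of the figure's under these settings too. The range of a set of values over its own SD is similar for most profiles, so this closeness does not show that the profiles match the figure.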

Other observations

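The tests of array number and of the aminoacyl-tRNA synthetases against the motility list were chosen after the result was seen. The other comparisons between called lists were not among the tests fixed beforehand either.

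Arrays close in number had similar profiles even with the culture RNA in opposite dyes. The dye alternates along the array numbers, so neighbouring arrays may hold the same RNA, which no source used here states. The pairs of arrays at most 3 apart include such neighbours. Over the 1201 brighter probes, each centred within its dye orientation, the median r of opposite-dye arrays was 0.28 in run 2 and 0.40 in run 3 for numbers at most 3 apart, and −0.19 and −0.15 for numbers at least 9 apart. A step between the runs cannot give this: within run 2 Spearman's rho between r and the difference of the numbers was −0.55 (64 pairs, permutation p = 0.001), and within run 3 it was −0.75 (81 pairs, permutation p = 0.0005, the smallest that 2000 permutations can give). Whether array numbers follow the order of sampling, of labelling or of hybridisation is not known, so no time course is read from them.

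The first component of the same probes took 52.3% of the variance between arrays in Alexa 546 and 51.2% in Alexa 647, and its loadings repeated between the orientations with an r of 0.90 across probes. Named genes at one end, chosen after their values were seen, were *rpmC*, *rpl12p*, *arcC*, *rimI*, *lysS*, *infB* and *eno*, all below the 5th percentile of loadings; at the other end were *hop*, *purF*, *htr6*, *csg* and *cheA*, all above the 91st.

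Of 7 lists added once the gene names were seen, the 12 aminoacyl-tRNA synthetases alone were called, with a mean r of 0.37 and 0.40 (adjusted p 0.0042 and 0.0119). Histidine synthesis (mean r 0.03 and 0.01), histidine use (−0.06 and 0.43), aromatic amino acid synthesis (−0.07 and 0.10), DNA repair and recombination (0.15 and −0.11), thiamine synthesis (−0.10 and 0.02) and protein export (0.64 and 0.48) did not pass. Under the low-gain scan and runs 2 and 3 alone, the synthetases had adjusted p values of 0.0756, 0.126 and 0.104. Their mean r in the orientation with the lower value was then 0.30, 0.17 and 0.15. Centred within runs it was 0.22, and the list still passed. Of the lists fixed earlier, the 7 transducers (0.05 and 0.04) did not vary together, and the 7 genes of the TCA cycle passed in 1 orientation only (mean r 0.28 and 0.24, adjusted p 0.0281 and 0.111), in both with Spearman's rho (0.0374), over all arrays taken together (0.0421), and in no other setting run (highest adjusted p from 0.0958 to 0.632), with *sucC* at a median of −0.52 and *sucD* at −0.48. Arginine fermentation has 2 named genes, *arcA* (median −0.46) and *arcC* (−0.13), and was not tested.

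Mean profiles of the 4 called lists were compared in 6 pairs. The permutations treat arrays as exchangeable, though arrays close in number resembled each other, so the p values here are likely too small. Synthetases went against purine genes, with r = −0.74 (permutation p = 0.00032, adjusted p = 0.00189) and −0.57 (permutation p = 0.00964, adjusted p = 0.0289) in the 2 orientations, rho = −0.69 and −0.65 (permutation p = 0.00136 and 0.00347, adjusted p = 0.00516 and 0.0104), r = −0.68 and −0.44 without the 2 farthest arrays, −0.62 and −0.65 within run 2, and −0.86 and −0.90 within run 3. Synthetases also went against motility genes over all arrays, with r = −0.71 (permutation p = 0.00063, adjusted p = 0.00189) and −0.70 (permutation p = 0.00095, adjusted p = 0.0057), rho = −0.69 and −0.74 (permutation p = 0.00172 and 0.00049, adjusted p = 0.00516 and 0.00294), and r = −0.89 and −0.90 without the 2 farthest arrays. Within run 3 r was −0.94 and −0.87, but within run 2 it was 0.12 and 0.18, over 8 arrays per orientation, so this relation was not found in both runs, and no cause of it was tested. The other 4 pairs had adjusted p values of 0.0566 or more over all arrays, and their r within runs, not tested, differed between runs: motility with purine had −0.61 and −0.43 in run 2 but 0.83 and 0.84 in run 3, motility with cobalamin −0.63 and −0.68 but 0.45 and 0.70, cobalamin with purine −0.09 and 0.24 but 0.57 and 0.59, and cobalamin with synthetases 0.22 and −0.23 but −0.57 and −0.65.

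The paper reports the split between oxic and anoxic genes for Experiment A, among cycling genes grouped with their responses to oxygen and growth. The lists used here were fixed by function instead, so their values do not test that split. In Experiment B, the mean profiles of 8 named genes of oxic lists (*mdh*, *citZ*, *icd*, *nuoL*, *lpdA*, *sucC*, *sucD* and *sdhC*) and of 3 of anoxic lists (*arcA*, *arcC* and *bat*) had r = 0.31 and 0.09 (permutation p = 0.202 and 0.725, adjusted p = 0.405 and 0.725), rho = 0.34 and 0.18 (permutation p = 0.151 and 0.464), and r = 0.43 and 0.00 without the 2 farthest arrays; the first became −0.06 with median centring and the second −0.11 centred within runs. Within run 2 r was 0.20 and −0.18, and within run 3 it was 0.46 and 0.20.

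The largest interquartile ranges between arrays among genes above background were those of *infB* (0.61), *carA* (0.57), *thiC* (0.56), *purF* (0.54), *rpmC* (0.53), *rimI* (0.51), *thiD* (0.51), *carB* (0.50), *htr4* (0.49) and *csg* (0.46, saturated on 36 arrays). *thiC* and *thiD* varied together, with r = 0.92 and 0.96, the highest in the thiamine list. Named genes below the reference on all 38 arrays were *purF*, *purL*, *glnA*, *panB* (median −0.73), *cheR* (−0.64), *thiD* (−0.60), *htr7* (−0.49), *glyA* (−0.40) and *serB*; 7 probes were below on every array with a median of at most −1, and 74 at any size, against 51 above.

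Ratios of dim probes went in opposite directions in the 2 dye orientations, and the background correction used may be the cause: in the dimmest 25% of probes the r of the orientations' mean ratios was −0.71 with normexp and 0.34 without background correction (600 probes). The dye effect by limma covered 82.2%, 82.3%, 64% and 57.3% of the probes from the dimmest to the brightest 25%. Chance can be excluded for its number of probes: 1 of 100 splits of the arrays into 19 and 19 gave as many as 1716, the real split itself, and the highest other gave 12.

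On 1 array, the authors' value table followed the scanner values with an r of 0.53, against 0.92 or more on the other arrays. By row of sub-grids its r ranged from 0.11 to 0.99, under 0.9 in 7 of 12, while the scanner ratios of the same spots had a median r with other arrays of 0.58 to 0.69. In the high-gain and low-gain scans of this array, Alexa 546 intensities had a rho of 0.10 across spots, and Alexa 647 intensities 0.94.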
